# Rapamycin Response in Tumorigenic and Non-Tumorigenic Hepatic Cell Lines

**DOI:** 10.1371/journal.pone.0007373

**Published:** 2009-10-09

**Authors:** Rosa H. Jimenez, Joan M. Boylan, Ju-Seog Lee, Mirko Francesconi, Gastone Castellani, Jennifer A. Sanders, Philip A. Gruppuso

## Abstract

**Background:**

The mTOR inhibitor rapamycin has anti-tumor activity across a variety of human cancers, including hepatocellular carcinoma. However, resistance to its growth inhibitory effects is common. We hypothesized that hepatic cell lines with varying rapamycin responsiveness would show common characteristics accounting for resistance to the drug.

**Methodology/Principal Findings:**

We profiled a total of 13 cell lines for rapamycin-induced growth inhibition. The non-tumorigenic rat liver epithelial cell line WB-F344 was highly sensitive while the tumorigenic WB311 cell line, originally derived from the WB-F344 line, was highly resistant. The other 11 cell lines showed a wide range of sensitivities. Rapamycin induced inhibition of cyclin E–dependent kinase activity in some cell lines, but the ability to do so did not correlate with sensitivity. Inhibition of cyclin E–dependent kinase activity was related to incorporation of p27^Kip1^ into cyclin E–containing complexes in some but not all cell lines. Similarly, sensitivity of global protein synthesis to rapamycin did not correlate with its anti-proliferative effect. However, rapamycin potently inhibited phosphorylation of two key substrates, ribosomal protein S6 and 4E-BP1, in all cases, indicating that the locus of rapamycin resistance was downstream from inhibition of mTOR Complex 1. Microarray analysis did not disclose a unifying mechanism for rapamycin resistance, although the glycolytic pathway was downregulated in all four cell lines studied.

**Conclusions/Significance:**

We conclude that the mechanisms of rapamycin resistance in hepatic cells involve alterations of signaling downstream from mTOR and that the mechanisms are highly heterogeneous, thus predicting that maintaining or promoting sensitivity will be highly challenging.

## Introduction

The Target of Rapamycin (TOR) is a nutrient-sensing kinase that is conserved from yeast [1] and Drosophila [2] to mammals. mTOR, the mammalian version of TOR, acts as a regulator of global translation, autophagy, ribosomal biogenesis, cell size, cell metabolism and gene expression [3]–[5]. Dysregulation of mTOR signaling contributes to the pathobiology of human cancer [6]–[8]. While activating mutations in mTOR itself have not been documented in cancer cells, modifications of upstream components that regulate mTOR and downstream effectors of the mTOR pathway have been observed.

Rapamycin was first identified as an antifungal agent [9] but was more recently shown to have immunosuppressive and chemotherapeutic properties [10]. Upon entering the cell, rapamycin binds its intracellular receptor FKBP12, which forms a complex with mTOR [5]. This interaction inhibits the kinase activity of mTOR, thereby blocking the phosphorylation of effector molecules, including p70 S6 kinase (p70S6K) and eukaryotic initiation factor 4E (eIF4E) binding protein 1 (4E-BP1) [5]. A consequence of mTOR inactivation in many cell types is inhibition of G1 progression [5].

Although rapamycin and its analogs show antitumor activity across a variety of human cancers, rapamycin resistance is a frequently observed characteristic of many cancers and cancer cell lines. Mechanisms of rapamycin resistance include mutations in FKBP12 and constituents of the mTOR pathway, including S6K1, 4E-BP1, p27^kip1^ and PP2A-related phosphatases [11]–[13]. However, these mechanisms do not necessarily account for all instances of rapamycin resistance.

In the case of hepatocellular carcinoma, initial clinical data came from patients who were placed on rapamycin or related drugs post-liver transplantation as immunosuppressive therapy [14]. The apparent salutary effect of these drugs was followed by the observation that activation of the mTOR pathway may be a predictor of poor prognosis [15], [16]. Several investigators have explored the mechanism by which rapamycin exerts anti-tumor effects on hepatocellular carcinoma [17]–[20], but studies on rapamycin resistance are lacking. Furthermore, data on the effects of mTOR inhibition on gene expression in cancer cells are extremely limited.

The starting point for our studies was a series of observations made using the *in vivo* models of liver regeneration and liver development [21]. While the former was highly sensitive to mTOR inhibition by administration of rapamycin to the whole animal, liver growth and hepatocyte proliferation in the late gestation fetal rat was not. We found that rapamycin administration to fetuses *in situ* potently inhibited mTOR signaling to ribosomal protein S6 phosphorylation, thus indicating that resistance could not be accounted for by factors directly involving mTOR activity [21]. Given the potential relationship between fetal development and oncogenesis, we proceeded to characterize a panel of hepatic cell lines, ranging from non-tumorigenic to highly tumorigenic, for their response to rapamycin. Our hypothesis was that these heterogeneous but related cell types would vary in their sensitivity to rapamycin with regard to cell proliferation, but that they would show common characteristics associated with resistance to the growth inhibitory effects of the drug.

## Methods

### Reagents

Rapamycin was purchased from LC Laboratories (Woburn, MA). The Quant-iT PicoGreen dsDNA Assay Kit were purchased from Invitrogen Corporation (Carlsbad, CA). Reagents for protein determination were obtained from the following sources: Bio-Rad protein assay kit, Bio-Rad (Hercules, CA); bicinchoninic acid (BCA) assay, Pierce Chemical Co. (Rockford, IL). Antibodies directed towards S6, phosphorylated S6 (Ser235/236), phosphorylated 4E-BP1 (Ser65 and Thr36/47), phosphorylated-Akt (Ser473 and Thr308) and total Akt were from Cell Signaling Technology, Inc. (Danvers, MA). Antibodies to 4E-BP1, cyclin E1, CDK2 and cyclin E1-agarose conjugate were obtained from Santa Cruz Biotechnology (Santa Cruz, CA). p27 antibody was from BD Biosciences (San Jose, CA).

### Cell Culture Conditions

Culture conditions have been described previously for the following cell lines: H4-II-E hepatoma cells [22]; GN5, GN6, GP6, GP7, GP7TB, and GN6TBC2 [23], [24]; WB-F344 [25]; WB311 [26]; the transplantable hepatocellular carcinoma (THC) 1682-C,1682-A and 252 cell lines [27]; THC H5D cell line [28]. Cells were plated at densities that would yield 60 to 80 percent confluence at the time of each experiment.

[^3^H]-thymidine incorporation into DNA was determined as previously described [29]. Previously described methods were employed for immunofluorescent detection of BrdU incorporation into DNA [30], flow cytometry [30] and determination of doubling times [31].

### Biochemical Analyses

For Western immunoblotting and cell cycle studies, cell lysates were prepared and analyzed as described previously [32]. Cyclin E1/CDK2 kinase activity was determined using immunoprecipitated proteins bound to antibody-Sepharose beads [32]. Protein synthesis was measured as the incorporation of [^3^H]-leucine into protein [33]. Cell lines were plated into six well plates (4×10^5^ per well) and allowed to attach overnight. Rapamycin (50 nM) and [^3^H]-leucine (1 µCi/ml) were added and allowed to incubate for 6 hr prior to cell lysis. Results were normalized to DNA content, which was measured using the fluorescent Quant-iT PicoGreen® dsDNA Assay Kit with λDNA (0–500 ng/ml) as standard.

### RNA Isolation and Microarray Hybridization

Cells were plated at 10^6^ cells per 100 mm plate and allowed to attach overnight. Vehicle (DMSO) or rapamycin (50 nM) was added for 24 hr. Total RNA was prepared from triplicate plates using TRIzol reagent (Invitrogen Corporation). For the WB-F344 and WB311 cells, gene expression was analyzed using the Affymetrix GeneChip® Rat Genome 230 2.0 Array (Affymetrix, Santa Clara, CA). Microarray fluorescence signals were normalized using Robust Multiarray Average [34]. For the GN5 and H5D cells, analyses were carried out with the RatRef-12 Expression BeadChips. The fluorescence signals were normalized using quantile normalization implemented in BeadStudio (Illumina Inc., San Diego, CA).

Affymetrix microarray data analysis was performed using the GeneSpring GX 7.3 software (Agilent Technologies, Inc., Santa Clara, CA). Illumina data analysis was performed using Partek® software, version 6.3 (Partek Inc., St. Louis, MO). For gene expression comparisons, genes with an average expression value less than 100 for both comparison groups for Affymetrix data or detection p-values >0.01 from BeadStudio for Illumina data, or fold-change less than 1.2 fold (up or down-regulated), were excluded from further statistical analyses. A two-sample t-test using p-value cut-off of 0.05 with multiple test correction (Benjamini and Hochberg false discovery rate) was applied for each gene to determine if the gene was differentially expressed in the pairwise comparisons [35]. Triplicate control and rapamycin samples for each cell line were used in these comparisons.

Hierarchical clustering for the Affymetrix and Illumina analyses was performed using GeneSpring 7.0 and GeneSpring R 2.0.1, respectively (Agilent Technologies). Clusters and heat maps were generated after median-centralization of log2-transformed gene expression data across all samples. Gene ontology and pathway terms (www.geneontology.org) were examined to identify biological themes associated with each set of genes regulated by rapamycin. Significantly altered genes from each comparison were classified into categories based on the gene ontology slim terms and mapped to the Kyoto Encyclopedia of Genes and Genomes (KEGG) Biopathway Database (http://www.genome.ad.jp/kegg/pathway.html). For the Fisher exact test, p-values were employed to determine the enriched gene ontology categories and overrepresented pathways. Data analysis was performed at the W. M. KECK Foundation Biotechnology Resources Laboratory (Yale University, New Haven, CT). The list of differentially expressed genes in each cell line was used for the network/pathway reconstruction analyses, which were performed as previously described [36].

The microarray studies described in this paper have been deposited in the NCI's Gene Expression Omnibus (GEO; [37]) and comply with the Minimal Information About a Microarray Experiment (MIAME) standard developed by the MGED Society (http://www.mged.org/Workgroups/MIAME/miame.html). The data may be accessed through the GEO SuperSeries accession number GSE17677 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE17677).

### Statistical Analyses

Data are shown as the mean and standard deviation. For data other than those derived from microarray analysis, differences between groups were assessed by one-way analysis of variance (ANOVA) with a Bonferroni post-hoc test using Prism 2.01 software (GraphPad Software, San Diego, CA). Chi square analysis was performed using standard methods.

## Results

### Cell Proliferation and Rapamycin Sensitivity

We first characterized the panel of hepatic cell lines for the effect of rapamycin on cell proliferation using incorporation of [^3^H]-thymidine into DNA. We initially focused on the WB-F344 cell line, the liver cell line from which many of the other cell lines studied were derived. A comparison of the WB-F344 cells with the spontaneously derived WB311 cells (Fig. 1) showed a marked difference in rapamycin sensitivity. Half-maximal inhibitory concentration (IC_50_) was approximately 10 nM for the WB-F344 cells and above 200 nM for the WB311 cells. The thymidine incorporation results were validated by immunohistochemical staining for BrdU incorporation. Nuclear labeling indices showed that the proliferation of the WB-F344 cells was inhibited by 30% with rapamycin (20 to 200 nM). WB311 cells were not affected. In flow cytometry studies, rapamycin increased the percentage of WB-F344 cells in G1 phase (66 to 76%) while the percent of cells in both the S (23% to 16%) and G2/M (11 to 8%) phases decreased. In contrast, there was no effect on cell cycle distribution of the WB311 cells. In neither case did rapamycin induce a hypodiploid peak as would have been expected with induction of apoptosis.

**Figure 1:**
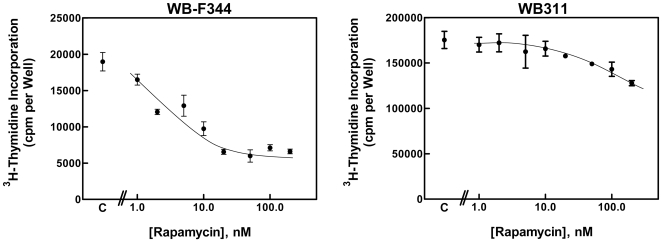
The effect of rapamycin on DNA synthesis in hepatic cell lines. WB-F344 cells (*left panel*) and WB311 cells (*right panel*) were exposed to vehicle (C) or rapamycin (0 to 200 nM) for 24 hr. [^3^H]-thymidine incorporation is shown as the mean ±1 standard deviation for triplicate determinations.

The thymidine incorporation analyses were extended to eleven other cell lines (Table 1). Response to rapamycin varied widely. IC_50_ values ranged from below 20 nM to above 200 nM. Percent inhibition at the highest rapamycin concentration tested (200 nM) ranged from 25 to 70%. The dose at which maximal inhibition was observed ranged from below 20 nM to 200 nM. These three indicators of sensitivity were correlated in some cases and not in others. For example, the H4-II-E cells (referred to as H4) and WB-F344 cells showed high sensitivity in all three measures. WB311 cells were uniformly resistant. In contrast, the GN5 and GN6 cells showed maximal inhibition at a low rapamycin concentration and a degree of inhibition that was significant. The THC H5D cells (referred to as H5D) showed an IC_50_ above 200 nM, but percent inhibition at 200 nM and the maximal inhibitory concentration both suggested relative sensitivity.

**Table 1:** Hepatic cell lines, mode of transformation, tumorigenicity and sensitivity to rapamycin.

Cell line	Mode of Transformation	Reference	Tumorigenic	Rapamycin IC_50_ (nM)	% Inhibition at 200 nM	Maximal Inhibition (Dose, nM)	Doubling Time (hr)
H4-II-E	Rat Hepatoma H35	[22]	No	2–5	70	10	24
WB-F344	None (parental)	[23]	No	10	68	20	42
GN5*	NNN, GGT-	[23]	Yes	20	55	20	21.6
GN6*	NNN, GGT-	[23]	Yes	20	63	20	
THC 1682-A	Choline-deficient diet	[27]	Yes	20	68	50	
GP7*	Solid Tumor, GGT+	[23]	Yes	50	59	100	
GN6TBC2*	Solid Tumor, GGT-	[24]	Yes	50	50	50	
THC 1682-C	Choline-deficient diet	[27]	Yes	100	67	50	
GP7TB*	Solid tumor, GGT+	[24]	Yes	100	53	50	
WB311*	Spontaneous	[26]	Yes	>200	25	200	15.5
GP6*	NNN, GGT+	[23]	Yes	>200	50	50	
THC 252	2-acetylamino-fluorine	[27]	Yes	>200	25	200	26.4
THC H5D	Azo dye	[28]	Yes	>200	40	20	26.6

Mode of transformation and tumorigenicity are based on published data. IC_50_ for rapamycin was determined by [^3^H]-thymidine incorporation. Maximal inhibition (dose) refers to the lowest concentration of rapamycin at which maximal inhibition of [^3^H]-thymidine incorporation was observed. NNN, N-methyl-N'-nitro-N-nitrosoguanidine; GGT, gamma-glutamyl transpeptidase; THC, transplantable hepatocellular carcinoma. *, derived from the parental WB-F344 cell line.

Doubling time was determined for six of the cell lines (Table 1). There was no correlation between doubling time and rapamycin sensitivity.

### Signaling Downstream and Upstream of mTOR

We examined the effects of rapamycin on the phosphorylation of mTOR targets in cell lines with high, intermediate and low sensitivity to rapamycin. The phosphorylation of S6 was abolished with rapamycin treatment in all cells (Fig. 2A). In all cases, rapamycin induced a modest decrease in the levels of total S6, but this was not sufficient to account for the loss of S6 phosphorylation. Rapamycin also induced a loss of 4E-BP1 phosphorylation at the mTOR-dependent Ser65 site in all cell lines except for H4 (Fig. 2B). Phosphorylation at Thr36/47 was sensitive in all cell lines (Fig. 2B). Analysis for total 4E-BP1 (Fig. 2B) showed a rapamycin-induced shift from the hyperphosphorylated β and γ forms to the hypophosphorylated α form in all cell lines. The S6 and 4E-BP1 findings were interpreted as indicating that mTOR signaling was sensitive to rapamycin in both sensitive and resistant cells and that the sensitivity of cells could not be accounted for by the ability of rapamycin to induce dephosphorylation of these mTOR targets.

**Figure 2:**
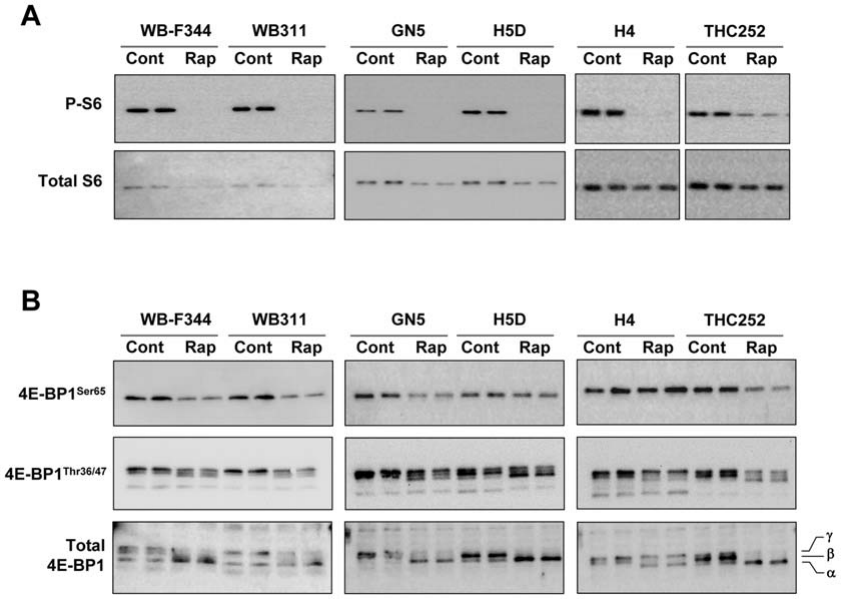
The effect of rapamycin on mTOR signaling in hepatic cell lines. *Panel A*: Duplicate cell lysates (5 µg protein) from cells with high sensitivity to rapamycin (WB-F344, H4), intermediate sensitivity (H5D, GN5) and resistance (WB311, THC252) were examined for phospho- and total S6 after exposure to DMSO or rapamycin (50 nM) for 24 hr. *Panel B*: A similar analysis was carried out for phosphorylated (Ser65; Thr36/47) and total 4EBP-1.

We examined the basal Akt phosphorylation (Thr308 and Ser473) and content in several cell lines. Results (Fig. 3) revealed no correlation between rapamycin sensitivity and phospho-Akt. Total Akt abundance was similar among most cell lines with the exception of the H4 cells, which showed very low levels.

**Figure 3:**
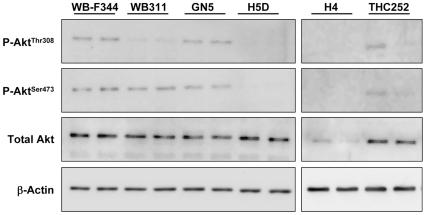
Akt phosphorylation and content in hepatic cell lines. Cell lysates were examined for phosphorylated (Ser308 and Thr437) and total Akt. β-actin was used as a control for loading and transfer.

### Cell Cycle Control and Rapamycin Sensitivity

We hypothesized that rapamycin responsiveness would be accounted for by rapamycin-induced changes in the expression or activity of cell cycle components involved in G1 progression. Initial studies were carried out on the highly sensitive H4 cells (IC_50_ below 5 nM). The kinase activity of cyclin E1/CDK2 complexes was determined after cyclin E1 immunoprecipitation using lysates made from H4 cells exposed to DMSO vehicle or 20 nM rapamycin for 24 hr. Kinase activity was decreased approximately 5-fold following rapamycin treatment (Fig. 4A). Rapamycin did not change the amount of either cyclin E1 or CDK2 protein in the complex (Fig. 4A).

**Figure 4:**
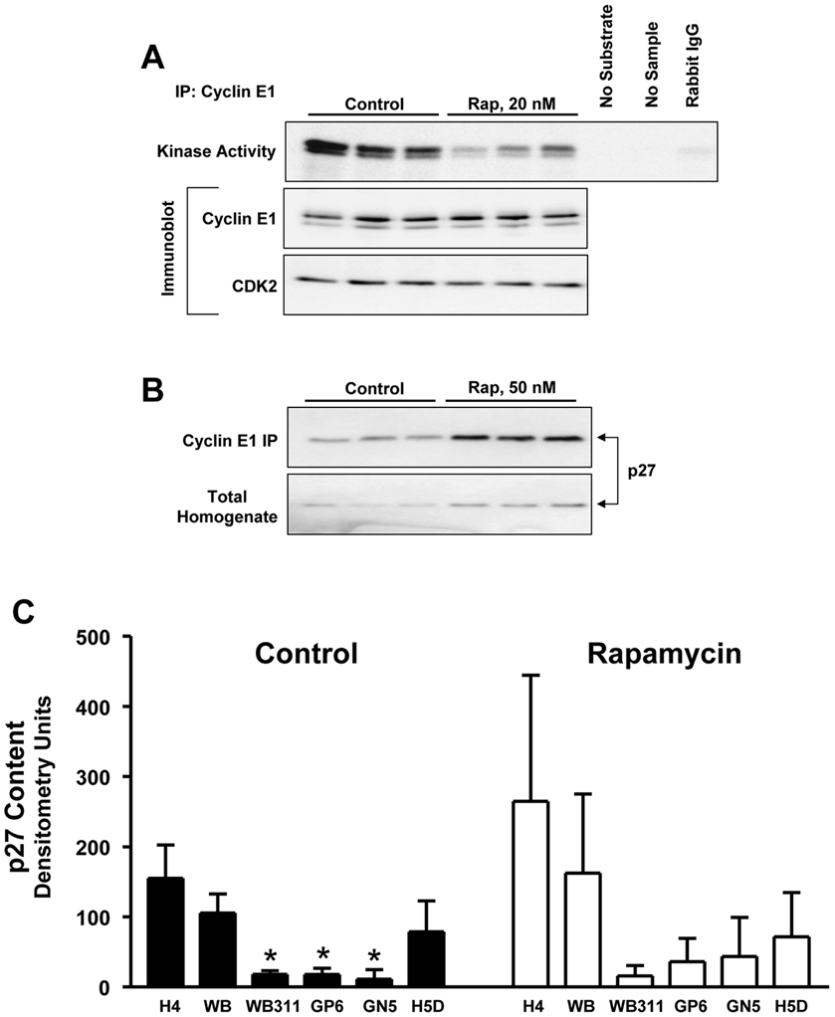
The effect of rapamycin on cyclin E1-containing complexes, cyclin E1-dependent kinase activity and levels of p27 in hepatic cells. *Panel A*: Triplicate cell extracts were prepared from H4 cells exposed to DMSO or 20 nM rapamycin for 24 hr. Extracts (200 µg) were immunoprecipitated with antibody to cyclin E1 and assayed for kinase activity using histone H1 as substrate. Controls for the activity assay included no substrate, no sample or immunoprecipitation with an irrelevant rabbit IgG. A separate immunoprecipitation was carried out to assess cyclin E1 and CDK2 in the immunoprecipitated complexes. *Panel B*: Triplicate cell extracts obtained as for *Panel A* were immunoprecipitated with cyclin E1 antibody followed by immunoblotting for p27. The same extracts were analyzed by direct immunoblotting for p27 content in the lysates. *Panel C*: Hepatic cell lines were examined for p27 content after exposure of the cells to DMSO (*filled bars*) or 100 nM rapamycin (*unfilled bars*) for 24 hr. Cell lysates (8.8 µg protein) were analyzed by direct immunoblotting for p27. p27 content is shown in the bar graph as density of the p27 signal for triplicate lysates (mean + standard deviation). *, P<0.05 versus H4 and WB by ANOVA. The p27 content was not affected by exposure to rapamycin for any cell line as determined by ANOVA.

We assessed the role of p27^Kip1^. Levels of p27 in H4 cell lysates showed a slight increase in response to rapamycin (Fig. 4B). The amount of p27 that was co-immunoprecipitated with cyclin E1 increased approximately 3.5-fold higher in response to rapamycin (Fig. 4B). Based on these results, we hypothesized that rapamycin resistance might be accounted for by low expression of p27. Lysates from cell lines cultured under basal conditions or exposed to 100 nM rapamycin for 24 hr were analyzed. Results showed that levels of p27 did not predict rapamycin sensitivity (Fig. 4C).

We examined the regulation of the cyclin E1-dependent kinase activity in the rapamycin sensitive WB-F344 cells, the resistant WB311 cells and two cell lines with intermediate sensitivity, GN5 and H5D. The ability of rapamycin to induce incorporation of p27 into cyclin E1 containing complexes was examined (Fig 5A). The WB-F344 cells showed a marked increase in the amount of p27 in the cyclin E1 complex upon exposure to rapamycin. A similar effect was seen in the faster growing GN5 cells. In contrast, WB311 cells showed very low levels of p27 while H5D cells contained high levels of p27 complexed to cyclin E1 in the basal state. Repeat analysis with triplicate samples, this time immunoblotting the immunoprecipitates for cyclin E1 and p27 (Fig. 5B), revealed that only the WB-F344 cells showed an increase in the amount of p27 relative to cyclin E1 in the immunoprecipitated complexes.

**Figure 5:**
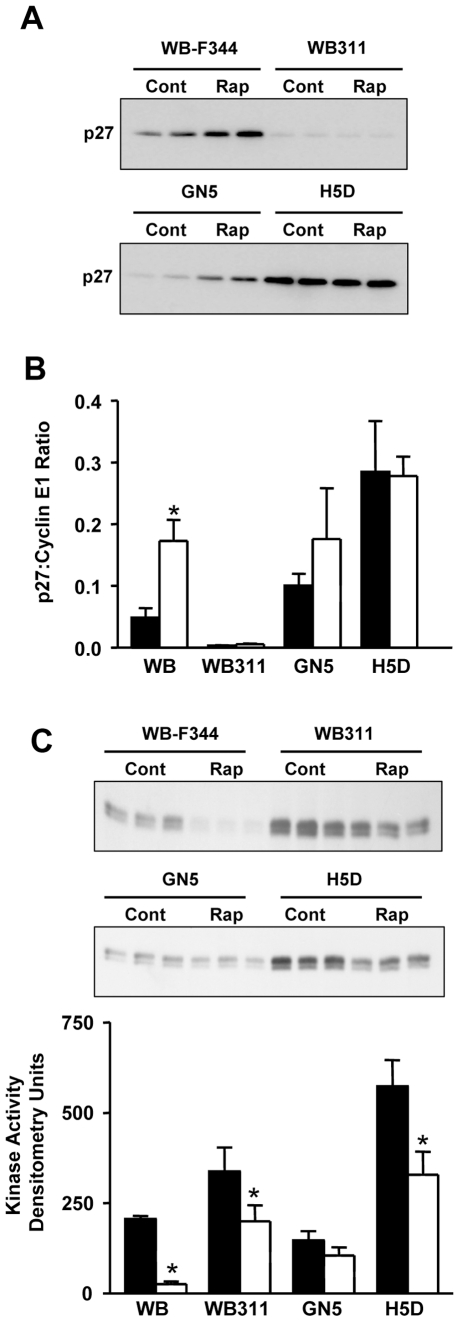
The effect of rapamycin on cyclin E1-associated p27 and cyclin E1-dependent kinase activity in hepatic cell lines. *Panel A*: Duplicate cell lysates (200 µg protein) were prepared from each cell line following exposure to DMSO or 100 nM rapamycin for 24 hr. Lysates were immunoprecipitated with cyclin E1 antibody and analyzed by immunoblotting for p27 content. *Panel B*: Triplicate lysates (100 µg protein) were immunoprecipitated with cyclin E1 antibody followed by immunoblotting for p27 and cyclin E1 levels. p27 content corrected for the amount of cyclin E1 in the immunoprecipitates is shown as the mean + standard deviation for DMSO (*filled bars*) or rapamycin (*unfilled bars*). *, P<0.005, control versus rapamycin by unpaired t-test. *Panel C*: Triplicate cell lysates from cells treated as above were immunoprecipitated with cyclin E1 antibody and assayed for kinase activity using histone H1 as substrate. The graph shows quantitation of the autoradiogram as mean + standard deviation for cells exposed to DMSO (*filled bars*) or rapamycin (*unfilled bars*). *, P<0.05 versus corresponding control as determined by ANOVA.

Triplicate immunoprecipitates prepared as for the above experiment were analyzed for cyclin E1-dependent kinase activity (Fig. 5C). The kinase activity of the WB-F344, WB311, and H5D cells were all significantly reduced upon rapamycin exposure. The GN5 cells exhibited minimal inhibition that was not statistically significant. The WB311 result was unexpected given that their rate of DNA synthesis was not inhibited by 100 nM rapamycin.

### Effect of Rapamycin on Global Protein Synthesis

Given that rapamycin inhibits global protein synthesis in a spectrum of cell types [33], we hypothesized that inhibition of protein synthesis by rapamycin would correspond to its anti-proliferative potency. Cells were exposed to 50 nM rapamycin for 6 hr, during which they were also incubated with [^3^H]-leucine (Fig. 6A). Results were normalized to DNA content so as to reflect protein synthesis per unit cell number. H4 cells showed a decrease in protein synthesis of nearly 50% in response to rapamycin. However, none of the other cell lines studied showed an inhibitory effect. The experiment was repeated with a higher rapamycin dose and longer period of rapamycin exposure (200 nM for 24 hr). Results (Fig. 6B) showed an absence of rapamycin effect on incorporation of [^3^H]-leucine into protein in all cell lines, including H4 cells.

**Figure 6:**
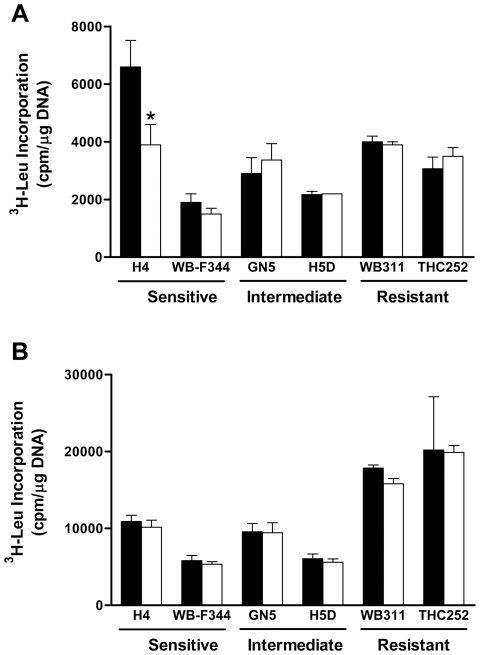
The effect of rapamycin on global protein synthesis in hepatic cell lines. Rapamycin sensitive cells (H4, WB-F344), resistant cells (WB311, THC252) and cells with intermediate sensitivity (GN5, H5D) were exposed to DMSO (*solid bars*) or rapamycin (*unfilled bars*) for 6 hr (*Panel A*) or 24 hr (*Panel B*). Protein synthesis was measured as incorporation of radiolabeled leucine into protein. Results, normalized per unit DNA, are shown as the mean + standard deviation for triplicate analyses. *, P<0.05 versus corresponding control as determined by ANOVA.

### Gene Expression Effects of Rapamycin in Hepatic Cells

WB-F344 and WB311 cells were exposed to DMSO vehicle or rapamycin (50 nM) for 24 hr and processed for microarray analysis with Affymetrix GeneChip® Rat Genome 230 2.0 Arrays. 

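Gene expression was measured on 12 arrays, from 3 plates each of WB-F344 and WB311 cells exposed to vehicle or to 50 nM rapamycin. WB311 cells arose spontaneously from WB-F344 cells, and Table 1 gives doubling times of 42 hr for WB-F344 and 15.5 hr for WB311. The authors deposited intensities normalized with Robust Multiarray Average on a linear scale, whose median per array lay between 59.5 and 62.9. The log2 of each intensity was taken and the 12 arrays were fitted together with limma as 4 groups of 3 plates. Of 31042 probe sets other than array controls, 14214 had an average intensity of at least 100 in 1 or more groups. A probe set was called where its average was at least 100 in a group compared, its Benjamini-Hochberg adjusted p was under 0.05 and its fold change was at least 1.2. A single gene symbol was known for 20826 probe sets, which stand for 14217 genes. For 27 lists of genes, limma's camera compared the change of the members with that of all other genes. These included genes under an intensity of 100. The p was adjusted over the lists. The lists, the rule for the genes named here and the alternative settings were written before the data were examined, but after the paper's supplementary tables had been read. In both treatments the WB-F344 plate numbered 2 stood apart from the other WB-F344 plates, with a 3′ minus 5′ log2 difference for Gapdh of 0.17 and 0.34 against -0.12 to -0.043 in the other 4. These differences did not separate rapamycin from vehicle in either line (exact permutation test, two-sided, p between 0.4 and 1 for Gapdh and beta-actin, where 3 plates against 3 cannot give less than 0.1). The median SD of log2 intensity between plates was 0.15 and 0.13 in WB-F344 with vehicle and rapamycin, and 0.078 and 0.064 in WB311. With 3 plates per group, the number of arrays limits the precision of every value.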

Clustering analysis (Fig. 7A) showed that the WB-F344 and WB311 segregated based on the analysis of a total of 2,346 gene features that were significantly different across the four experimental groups. 

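In vehicle-treated cultures, Igf2, a fetal growth factor, had an intensity of 5934 ± 485 (SD, n = 3 plates) in WB-F344 and 45.6 ± 9.27 (SD, n = 3) in WB311, a log2 difference of -7.04 (WB311 minus WB-F344; standard error 0.12, adjusted p = 5.6e-12 from limma). The angiotensin receptor Agtr1a and the secreted protease Adamts1 were also lower in WB311, with log2 differences of -7.94 and -7.64. The ribosomal protein gene Rpl39l1, the homeobox gene Rhox5 and the heparin-binding growth factor Mdk were higher, with log2 differences of 7.40, 6.10 and 5.44. Each of these 6 genes was under an intensity of 100 in the line with less of it, so its difference is only a rough size. All 6 tested markers of mesenchymal cells were lower in WB311 (6 adjusted over the list alone), among them Col1a1 at -5.98 and Tagln, an actin-binding protein (under 100 in WB311), at -6.19 (adjusted p for the list = 0.000219 from limma's camera, and adjusted p = 0.0725 with an estimated correlation). Of 32 genes of extracellular matrix and focal adhesion, 22 were lower and 5 higher (22 and 5 adjusted over the list alone; adjusted p = 6.31e-05 from camera and adjusted p = 0.281 with an estimated correlation). Of 20 genes that the transcription factor ATF4 induces on amino acid shortage, 15 were higher in WB311 and 2 lower (15 and 2 adjusted over the list alone), with Slc7a11, a cystine transporter (under 100 in WB-F344), at 3.62 (adjusted p = 0.000182 from camera and adjusted p = 0.146 with an estimated correlation). Across all probe sets, 7699 of 13871 tested differed between the lines, 3830 higher and 3869 lower in WB311. Over the 4 groups, 9940 of 14214 probe sets passed limma's F test at the same thresholds, and average-linkage clustering of the median-centred log2 values of these placed the 6 arrays of each line on their own branch. Correlations of log2 intensity between arrays, taken across probe sets, which are not independent, were 0.954 to 0.997 within a line and 0.779 to 0.825 between the lines.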

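Within each line, the arrays were compared by treatment on the 9940 probe sets that differed over the 4 groups. In the tree of these probe sets, the vehicle and rapamycin arrays of WB-F344 fell on separate branches, and so did those of WB311. The mean correlation of arrays within a treatment exceeded that between treatments by 0.960 in WB-F344 and by 0.931 in WB311 (exact permutation test, p = 0.1 in each line, the smallest p that 3 plates against 3 allow). Without any 1 array of the line this was between 0.513 and 0.752 in WB-F344 (exact permutation test, p = 0.2 without rapamycin plate 1 or 3) and as low as 0.531 in WB311. These probe sets were chosen for differences between the same arrays. On all 14214 probe sets with an average of at least 100, the treatments of WB311 again formed separate branches, with a difference of 0.798, while those of WB-F344 did not, with a difference of 0.698.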

The dendrogram also showed that the control and rapamycin groups segregated for the rapamycin sensitive WB-F344 cells but not for the resistant WB311 cells.

**Figure 7:**
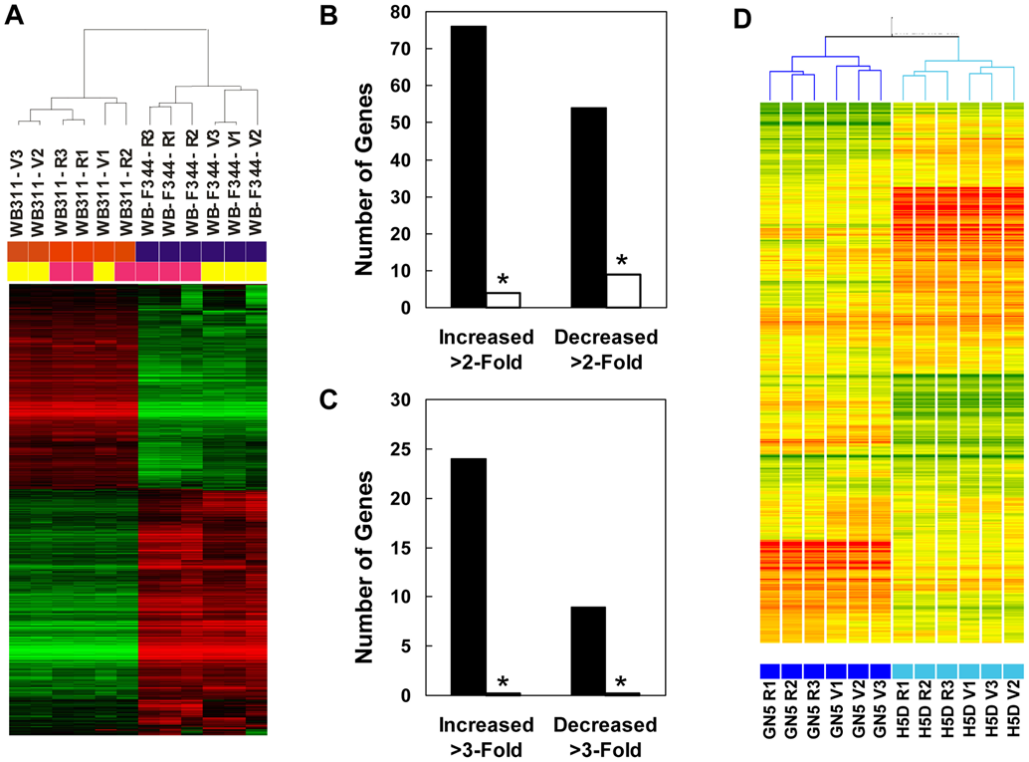
The effect of rapamycin on gene expression in hepatic cells. Cells were exposed to DMSO vehicle (V) or rapamycin (R; 50 nM) for 24 hr. RNA was prepared and analyzed by microarray using Affymetrix GeneChip® Rat Genome 230 2.0 Array for the WB-F344 and WB311 cells, or RatRef-12 Whole Genome Expression BeadChips for the GN5 and H5D cells. *Panel A*: Analysis of gene expression in the WB-F344 and WB311 cells. Red and green reflect high and low expression, respectively. A dendrogram of the cluster analysis is shown above the heat map. *Panel B*: The number of genes that were increased or decreased more than 2-fold is shown for the WB-F344 cells (*filled bars*) and the WB311 cells (*unfilled bars*). *, significant difference versus WB-F344 results as per chi square analysis. *Panel C*: Analysis for genes that showed a greater than 3-fold change. *Panel D*: Hierarchical clustering for the GN5 and H5D cells. Red and green reflect high and low expression levels, respectively. The yellow color represents genes that were unchanged. A dendrogram of the cluster analysis is shown above the heat map.

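In WB-F344 cells, the largest rise with rapamycin was in Mgp, which encodes an inhibitor of tissue calcification, from an intensity of 269 ± 12.8 to 3685 ± 57.2 (SD, n = 3 plates each). This is a log2 fold change of 3.78 (standard error 0.085, adjusted p = 2.38e-09 from limma). Sorbs2, an adaptor protein of the actin cytoskeleton, rose by 2.53 on the log2 scale, the secreted proteoglycan Esm1 by 2.50, the aspartyl protease Bace2 by 2.05 and the semaphorin receptor Plxna2 by 1.87, the last 2 only rough sizes since these genes were under an intensity of 100 with vehicle. The largest fall among the genes selected was that of Rhpn2, with a log2 fold change of -1.88 (adjusted p = 1.07e-05 from limma). This is a rough size, since Rhpn2 was under an intensity of 100 with rapamycin. Ogn, a proteoglycan of the extracellular matrix, had a log2 fold change of -1.83 (standard error 0.13, adjusted p = 9.94e-06 from limma), and Smtnl2 one of -1.46. The collagen gene Col12a1, the keratin gene Krt14, the gap junction gene Gjb2, Tent5a, C1qtnf3 and Id2, an inhibitor of transcription factors of differentiation, had log2 fold changes between -1.76 and -1.47, of which Gjb2, C1qtnf3 and Id2 were under 100 with rapamycin. Of the 13261 probe sets tested, 3000 were called, or 22.6% of those tested and 9.65% of the array, and 5071 had an unadjusted p under 0.05. The called probe sets held 2210 genes. All 20 genes with the largest changes kept their calls without any 1 array and under every other setting run for single genes. The number of called probe sets was 1658 with only the 2 groups compared and 1448 with the methods' t-test at unequal variances.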

In the WB-F344 cells, 2,034 probes (7.0% of total number of gene features on the Affymetrix chip) were differentially expressed in response to rapamycin. Of these, 679 were upregulated while 1,355 were downregulated. 

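The genes that fell in WB-F344 included most of those that copy and divide the chromosomes. Of 41 genes of DNA replication, 39 fell and none rose (39 adjusted over the list alone; adjusted p = 3.97e-25 from limma's camera). Among them were Cdt1, which licenses replication origins, with a log2 fold change of -0.80 (standard error 0.05, adjusted p = 4.83e-06 from limma), and Pole2, a subunit of a replicative polymerase, at -0.78. Of 33 genes of mitosis, 31 fell and none rose (32 adjusted over the list alone; adjusted p = 1.54e-24), with the mitotic kinase Aurka at -0.93 and the checkpoint kinase Bub1b at -0.72. Both lists passed with an estimated correlation, at adjusted p = 0.00241 and 0.000967. They were written after Tables S2 and S3 had been read, so this is not independent evidence. Of 13 genes induced by ERK signaling, 10 rose and none fell (10 adjusted over the list alone), which is not independent evidence since the list was written after the upper rows of Table S1A had been seen (adjusted p = 2.01e-11 from camera, and adjusted p = 0.000967 with an estimated correlation). The ERK inhibitor Spry2 rose by 1.13 on the log2 scale, the ERK phosphatase Dusp5 by 1.05 and the transcription factor Egr2 by about 2.24, a rough size since Egr2 was under an intensity of 100 with vehicle. Of 9 chemokines and inflammatory genes, in a list made in the same way and so not independent evidence, 5 rose and 2 fell (5 and 2 adjusted over the list alone; adjusted p = 0.000487 from camera, and adjusted p = 0.0377 with an estimated correlation). Ptgs2, an inducible cyclooxygenase, also under 100 with vehicle, had a log2 fold change of 2.67 (standard error 0.18, adjusted p = 6.2e-06 from limma), and the monocyte chemokines Ccl7 and Ccl2 had log2 fold changes of 2.20 and 1.92. Cd14, the single leukocyte marker expressed, rose by 0.99 beside these (adjusted p for the leukocyte list = 0.0261 from camera, adjusted p = 0.347 with an estimated correlation, 0.136 without vehicle plate 2 and 0.197 without rapamycin plate 3). Of 30 genes of lysosome and autophagy, 10 rose, among them the protease Ctsd at 0.64 and Ctsf at 0.99, and 2 fell (11 and 3 adjusted over the list alone; adjusted p = 0.000131 from camera, and adjusted p = 0.112 with an estimated correlation). Over all probe sets 1005 rose and 1995 fell, a share of falls of 66.5%, which was 51.8% after cyclic loess normalization between arrays (1416 rises and 1523 falls) and 50.5% with each array centred on its median (1492 and 1522). Without vehicle plate 2 it was 56.4% (1574 and 2033).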

In the WB311 cells, 1,236 probes (4.4% of the total) were affected by rapamycin; 752 were upregulated and 484 downregulated. This difference in the magnitude of rapamycin effect was significant by chi-square analysis. 

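In WB311 cells, rapamycin lowered Isg15, an interferon-induced gene, with a log2 fold change of -1.30 (standard error 0.11, adjusted p = 0.000425 from limma), and Ifi27l2b, at -1.23, while Ifi27 rose, at 0.38. The intensity of Isg15 was 307 ± 41.7 with vehicle and 124 ± 14.4 with rapamycin (SD, n = 3 plates each). Scd2, a fatty acid desaturase, Trib3, a stress-induced pseudokinase, the protein C receptor Procr (under an intensity of 100 with rapamycin) and Cth, an enzyme of cysteine synthesis, fell by log2 fold changes of -1.26, -1.10, -1.05 and -1.03. The inflammatory caspase gene Casp4, the stress-induced genes Atf5 and Nupr1 and the reductase gene Akr7a3 had log2 fold changes between -0.86 and -0.78. The largest rises were in the collagen gene Col6a5, with a log2 fold change of 1.17 (standard error 0.14, adjusted p = 0.00175 from limma), the stress-induced gene Gadd45b at 1.11 and the matrix-associated protein gene Ccn1 at 1.01. The transcription factor Egr1, the endothelin precursor Edn1, elastin (Eln), the keratin gene Krt7 and Pakap (both under 100 with vehicle), Klhl24 and the tight junction gene Ocln had log2 fold changes between 0.84 and 0.98. Of 13135 probe sets tested, 488 were called, 245 up and 243 down, or 3.72% of those tested and 1.57% of the array, and 2372 had an unadjusted p under 0.05. They held 385 genes. Without any 1 of the 6 WB311 arrays the count was 181 to 241, and calls of Ocln (adjusted p 0.0857 to 0.144 from limma), Egr1 (0.0575 to 0.0872) and Atf5 (0.0733 to 0.105) ended each time, those of Edn1 and Nupr1 in 3 of the 6 (highest adjusted p 0.0595 and 0.0579), and that of Ocln also after cyclic loess (0.0522) and median centring (0.0591). The count was 289 with no filter on intensity, and between 1026 and 1367 with the fold change filter before the correction, with the methods' t-test at equal or unequal variances, with only the 2 groups compared, with array weights (whose estimation stopped before convergence) or with replicate blocks within lines.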

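The change with rapamycin itself differed between the lines for named genes of matrix, signaling and metabolism. Mgp rose far more in WB-F344 than in WB311, with a log2 difference of the effects (WB311 minus WB-F344) of -3.32 (standard error 0.12, adjusted p = 3.92e-07 from limma's interaction contrast). For Ptgs2 and Sorbs2 this difference was -2.51 and -2.36. That of Ptgs2 is a rough size, since Ptgs2 was under an intensity of 100 in WB-F344 with vehicle. Esm1 and Bace2, which rose in WB-F344, were under an intensity of 100 with either treatment in WB311, so their response there was not measured. The difference of the effects was 2.22 for Col12a1, 2.20 for Ogn and 2.03 for Krt14, which fell in WB-F344. For Col12a1 it is from another probe set than the fall given above, whose probe set was under an intensity of 100 in WB311. Spp1 and Ampd3 were called in opposite directions in the 2 lines. Spp1, the matrix protein osteopontin, rose in WB-F344 by 1.86 (standard error 0.092, adjusted p = 8.8e-07) and changed in WB311 by -0.51 (standard error 0.092, adjusted p = 0.0128), on the log2 scale, a call that ended without any 1 of 3 arrays (0.0579 to 0.0626). The rise of Ampd3, an AMP deaminase, by 1.01 in WB-F344 stood against a log2 fold change of -0.49 in WB311 (difference -1.50, adjusted p = 2.13e-05). In all, 1517 of 14214 probe sets tested differed in their response, 1044 with a higher and 473 with a lower change in WB311 (881 and 720 after cyclic loess, 842 and 823 after median centring), and 3452 had an unadjusted p under 0.05. Of the probe sets tested in each line, the share called was 6.09 times higher in WB-F344 (chi-square 2057, 1 degree of freedom), with no p given since probe sets are not independent. The ratio was 4.57 after median centring and 1.25 with only the 2 groups compared, and, in settings added after the values were seen, 3.32 with replicate blocks within lines and 1.63 with the methods' t-test and fold changes of linear means. The number of probe sets that differed in response was 2544 with the fold change filter before the correction, 3675 with array weights (whose estimation stopped before convergence), 3229 with replicate blocks within lines, 2974 without the plates numbered 2 of WB-F344, and 989 to 1879 without any 1 array.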

The number of genes that showed a greater than 2-fold (Fig. 7B) or 3-fold (Fig. 7C) change confirmed that rapamycin effect on gene expression in WB-F344 cells was greater than in the WB311 cells.

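Changes of more than 3-fold in WB-F344 included the rises of Mgp, Ptgs2, Sorbs2, Esm1, Egr2, Ccl7, Bace2, Ccl2, Plxna2 and Spp1 and the falls of Ogn, Col12a1, Krt14 and Gjb2. With rapamycin, 24 probe sets rose and 9 fell by more than 3-fold in WB-F344, and 87 rose and 60 fell by more than 2-fold. In WB311 cells, 4 rose and 9 fell by more than 2-fold, among them Col6a5, Gadd45b and Ccn1 upward and Isg15, Scd2, Ifi27l2b, Trib3, Procr and Cth downward. None changed there by more than 3-fold among the probe sets called with limma, none at an unadjusted p under 0.05, and none with the methods' t-test. Without a filter on intensity, 1 WB311 probe set did. The count of changes over 2-fold in WB311 was 10 to 17 without any 1 array, and that over 3-fold in WB-F344 was 29 to 40. From the numbers of genes in Fig. 7B and 7C, the paper concludes that rapamycin affected gene expression more in WB-F344 than in WB311 cells.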

We extended these analyses to two additional tumorigenic cell lines, GN5 and H5D, that displayed intermediate sensitivity to rapamycin. This allowed us to assess the effect of rapamycin independent of effects on cell proliferation. The GN5 cells and the H5D cells are fast growing relative to the WB-F344 cell line and slow growing compared to WB311 cells. As in the prior experiment, cells were exposed to DMSO vehicle or rapamycin (50 nM) for 24 hr. Analyses for this experiment, done at a different time than the analyses of the WB-F344 and WB311 cells, used Illumina RatRef-12 Whole Genome Expression BeadChips.

Clustering analysis of the results (Fig. 7D) showed that the GN5 and H5D cells segregated separately based on the analysis of a total of 1,293 gene features that were significantly different across the four experimental groups. Control and rapamycin groups segregated for both cell lines. In the GN5 cells, 777 probes (3.5% of the total number of genes on the chip) were affected by rapamycin (387 upregulated, 390 downregulated.) In the H5D cells, 636 probes (2.9% of the total) were affected (355 upregulated and 281 downregulated). The total number of genes altered in the GN5 cells and the number of genes showing a greater than 1.5-fold change were significantly greater than for the H5D cells. The list of all genes that showed differential expression in response to rapamycin for all four cell lines is provided in Table S1.

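Some genes responded to rapamycin in the same direction in both WB-F344 and WB311 cells. Mgp, with its large rise in WB-F344, also rose in WB311, by 0.45 on the log2 scale (standard error 0.084, adjusted p = 0.0154 from limma). Klhl24, an adaptor of ubiquitin ligases, rose by 0.74 in WB-F344 and by 0.89 in WB311, Pakap by 0.77 and by 0.89, and Egr1 by 0.93 in WB-F344 and 0.98 in WB311. Atf5 had log2 fold changes of -0.75 in WB-F344 and -0.86 in WB311, and Nupr1 -1.12 and -0.79. Cth, which was among the largest falls in WB311, had a log2 fold change of -0.28 in WB-F344. Of 12182 probe sets tested in both lines, 77 were called up in both, where 15.1 would be called if the calls were independent, and 121 were called down in both, where 34.4 would be. Those called up in WB-F344 and down in WB311 numbered 13, against 15.3, and those called down in WB-F344 and up in WB311 numbered 43, against 33.8. Across these probe sets the log2 fold changes of the lines had a Pearson correlation of 0.246 and a Spearman correlation of 0.257, with no p given since probe sets are not independent replicates. The number called up in both was 44 with no filter on intensity and 131 after cyclic loess, and the number called down in both was 70 with no filter. The GN5 and H5D cells are not analysed here.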

Gene ontology analysis (Fig. S1A–S1C) showed considerable variability across the four cell lines. However, several gene ontology terms related to cell metabolism, cell proliferation and cell death (Table S2) were affected in all of the cell lines studied. 

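Of the genes in Table S2, Ddit3, a transcription factor of the stress response, had a log2 fold change of -1.08 (standard error 0.093, adjusted p = 2.89e-05 from limma) in WB-F344 and of -0.70 (standard error 0.093, adjusted p = 0.00326) in WB311. Its intensity went from 257 ± 14.1 to 122 ± 14.3 in WB-F344 and from 254 ± 21.6 to 156 ± 5.01 in WB311 (SD, n = 3 plates each). Psph, which makes serine, fell by 0.92 on the log2 scale in WB-F344 and by 0.59 in WB311, a difference of 0.33 (adjusted p = 0.0404 from limma) whose call ended without any 1 of 10 arrays (0.0523 to 0.106), with the replicate block (0.0514), after cyclic loess (0.0835) and after median centring (0.105). F2r, the thrombin receptor, rose by 0.54 in WB-F344 and had a log2 fold change of 0.23 (adjusted p = 0.087) in WB311. The probe set that the paper names Atp5g1, a subunit of ATP synthase, which the annotation used here assigns to more than 1 gene, had log2 fold changes of -0.45 (standard error 0.067, adjusted p = 0.000731) in WB-F344 and -0.26 (standard error 0.067, adjusted p = 0.0549) in WB311. Ampd3, which removes the amino group of AMP, changed in opposite directions in the lines. Ddit3 and Psph belong to the list of ATF4 targets, which was written with Table S2 at hand and is not independent evidence. Of its members, 14 of 19 tested fell in WB-F344 and 8 of 20 in WB311, and none rose (15 and 9 adjusted over the list alone). In WB-F344, Psat1 and Phgdh, the other enzymes of serine synthesis, had log2 fold changes of -0.83 and -0.64, and in WB311 Asns, asparagine synthetase, one of -0.49. The list's adjusted p was 7.34e-10 in WB-F344 and 2.01e-14 in WB311 from limma's camera, and with an estimated correlation adjusted p = 0.0248 and 0.0201.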

Pathway analysis (Tables S3A–S3C) revealed that genes involved in a number of biochemical and metabolic pathways were regulated in multiple cell lines. 

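Some genes of sterol and fatty acid synthesis fell in both WB-F344 and WB311 cells. With an estimated correlation, only the cholesterol list in WB311 passed. Of the genes of cholesterol synthesis, 10 of 19 tested fell in WB-F344 and 9 of 18 in WB311, and none rose (10 and 13 adjusted over the list alone). The list was written after Tables S2 and S3 had been read and is not independent evidence. Acat2, which makes acetoacetyl-CoA, had a log2 fold change of -0.74 (standard error 0.084, adjusted p = 0.000138 from limma) in WB-F344 and of -0.60 (standard error 0.084, adjusted p = 0.00422) in WB311. Mvd, of the mevalonate pathway, was at -0.75 in WB-F344, and Fdps, which makes farnesyl pyrophosphate, at -0.47 in WB311. The list's adjusted p was 3.7e-05 in WB-F344 (adjusted p = 0.149 with an estimated correlation) and 2.85e-17 in WB311 (adjusted p = 0.0229 with an estimated correlation), from limma's camera. Of 11 genes of fatty acid synthesis, 5 fell in WB-F344 and 3 in WB311, and none rose (5 and 6 adjusted over the list alone). Table S3A names a pathway of fatty acid synthesis, so this too is not independent evidence. The desaturase Fads1 had log2 fold changes of -0.62 in WB-F344 and -0.60 in WB311, and the desaturase Scd2 one of -1.57 in WB-F344, where it was under an intensity of 100 with rapamycin. For this list the adjusted p was 0.0006 in WB-F344 (adjusted p = 0.112 with an estimated correlation) and 3.44e-06 in WB311 (adjusted p = 0.0516 with an estimated correlation). The difference between the lines did not pass for cholesterol synthesis (adjusted p = 0.253 from camera) or fatty acid synthesis (adjusted p = 0.804).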

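Pgk1, which encodes phosphoglycerate kinase of glycolysis, was measured at an intensity of 3138 ± 193 with vehicle and 2557 ± 93.9 with rapamycin in WB-F344 (SD, n = 3 plates each). In WB311 it was 3863 ± 153 and 2976 ± 145 (SD, n = 3 plates each). These are log2 fold changes of -0.29 (standard error 0.066, adjusted p = 0.00712) in WB-F344 and -0.38 (standard error 0.066, adjusted p = 0.011) in WB311, from limma. In each line, every rapamycin plate was below every vehicle plate in the plot of intensities per plate. The call in WB-F344 ended with only the 2 groups compared (adjusted p = 0.0621 from limma), with each array centred on its median (0.0762), and, because the fold change was then under 1.2, after cyclic loess, without vehicle plate 1 and for the mean of all Pgk1 probe sets. That in WB311 ended without vehicle plate 1 (adjusted p = 0.0595) or rapamycin plate 1 (0.0564). It also ended for the mean of all Pgk1 probe sets, whose fold change was under 1.2. In both lines this mean takes in a probe set under an intensity of 100. Its log2 fold changes were -0.049 in WB-F344 and -0.075 in WB311, so the mean does not bear on either call. 

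**Figure D1:**
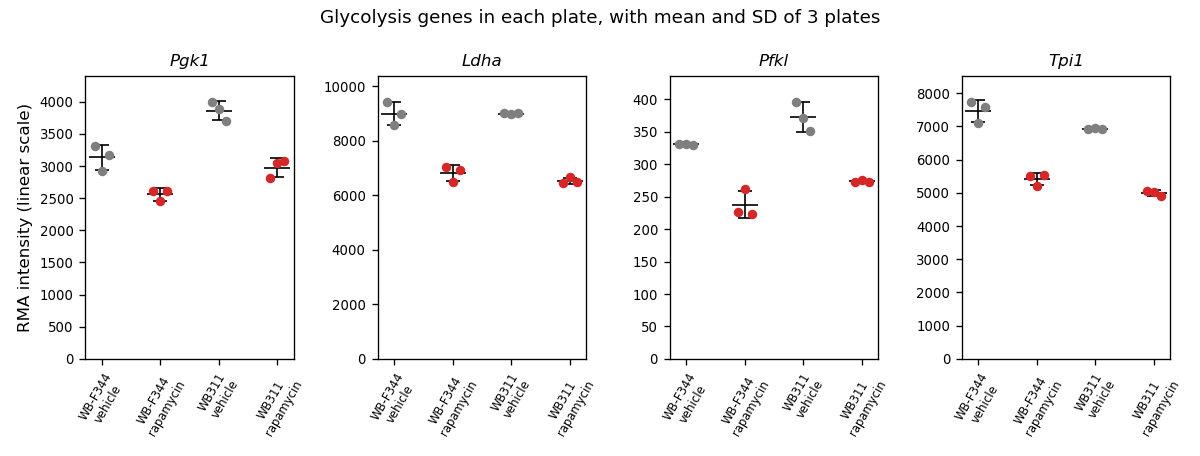
Intensities on a linear scale of the probe sets of Pgk1, Ldha, Pfkl and Tpi1 in WB-F344 and WB311 cells with vehicle or rapamycin. Each point is 1 plate, and the marks with bars are means and SD of 3 plates. Mean Ldha intensity was 9005 and 6820 in WB-F344 with vehicle and rapamycin, and 9004 and 6538 in WB311.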

The glycolysis/gluconeogenesis pathway was uniformly affected with phosphoglycerol kinase-1 (Pgk1) being downregulated by rapamycin in all four cell lines. Pathway network reconstruction was performed to identify critical genes affected by rapamycin among the interphase of connected pathways (Fig. S2A–S2D). Results revealed that rapamycin did not target a specific pathway or gene across all cell lines. We did not identify underrepresented or overrepresented pathways that could account for rapamycin responsiveness.

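Between the lines, 8 of the 27 gene lists differed in their response to rapamycin at an adjusted p under 0.05 from limma's camera, and 3 of the 8 with an estimated correlation: DNA replication, mitosis, and ERK feedback and immediate early genes. Of 13 genes induced by ERK signaling, 8 had a lower change in WB311 than in WB-F344 and none a higher one (9 adjusted over the list alone), which is not independent evidence since the list was written after part of Table S1A was read (adjusted p = 6.66e-09, and adjusted p = 0.00195 with an estimated correlation). The log2 difference of the effects was -1.26 for Dusp5 and -0.92 for Spry2. Of the 8 genes, Egr2, Etv5 and Fosl1 were under an intensity of 100 in WB311, so their response there was not measured. Of 30 genes of lysosome and autophagy, 6 had a lower change in WB311, among them the sialidase Neu1 at -0.84 and Ctsf, which was under 100 in WB311, and 1 a higher one (6 and 1 adjusted over the list alone; adjusted p = 0.00225, and adjusted p = 0.312 with an estimated correlation). Of 20 ATF4 targets, 5 had a higher change in WB311, among them Psat1 at 0.57, and 1, the amino acid transporter subunit Slc3a2, a lower one (6 and 1 adjusted over the list alone, not independent evidence; adjusted p = 0.0422, and adjusted p = 0.502 with an estimated correlation). Of 35 genes of ribosome biogenesis, 1 passed, the polymerase subunit Polr1c at 0.53 (1 adjusted over the list alone; adjusted p = 0.0133, and adjusted p = 0.587 with an estimated correlation). Of 16 p53 targets, the kinase Plk2 was at 0.30 and the death receptor Fas at -0.65 (1 and 1 adjusted over the list alone, not independent evidence; adjusted p = 0.0342, and adjusted p = 0.24 with an estimated correlation). Cd14, the leukocyte marker expressed, was at -0.77 (adjusted p for its list = 0.0409, and adjusted p = 0.502 with an estimated correlation). The ATF4, ribosome biogenesis and leukocyte lists no longer passed after cyclic loess (adjusted p = 0.145, 0.177 and 0.173 from camera), and without single arrays the p reached 0.12 for ATF4 targets, 0.114 for ribosome biogenesis, 0.0679 for p53 targets and 0.146 for the leukocyte list. In each line alone, 15 lists passed in WB-F344 and 14 in WB311, 11 of them in both, 10 in the same direction. With an estimated correlation 7 and 3 passed, 2 of them in both.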

## Discussion

The mTOR pathway is dysregulated in 40–50% of human hepatocellular carcinomas [14]. Owing to its potential as a chemotherapeutic agent, a substantial body of work has been devoted to understanding the mechanisms of resistance to the anti-proliferative effects of rapamycin and its analogs [11]–[13]. For our laboratory, the starting point for the present work was a series of in vivo studies showing that adult hepatocytes are sensitive to the growth inhibitory effects of rapamycin while late gestation fetal hepatocytes are resistant [21]. We hypothesized a relationship between fetal liver development and mechanisms involved in hepatic carcinogenesis. In order to test this hypothesis, we characterized the response to rapamycin among a panel of hepatic cell lines ranging from non-tumorigenic to highly tumorigenic. The goal was to identify a unifying mechanism that could be studied for its relevance to both fetal liver development and hepatic carcinogenesis. The ultimate goal was to extend our observations to liver cells that may represent precursors in the process of hepatic carcinogenesis.

A consistent finding across all cell lines was that the phosphorylation of S6 was sensitive to rapamycin. The effect on 4E-BP1 phosphorylation was less consistent but did not account for rapamycin sensitivity. This was particularly apparent in the marked effect on Ser65 phosphorylation in the WB-F344 and WB311 cells, which showed marked sensitivity and resistance with regard to DNA synthesis, respectively. In addition, the highly sensitive H4 cells showed no effect of rapamycin on phosphorylation at this site. This was unexpected given that only H4 cells responded to rapamycin with a significant inhibition of protein synthesis. The 4E-BP1 findings take on added significance with the recent development of potent mTOR kinase inhibitors that target the ATP binding site of mTOR. Studies using these inhibitors raised the possibility that rapamycin was exerting differential affects on S6 versus 4E-BP1 phosphorylation that could account for sensitivity to mTOR inhibition [13], [38]. This was not the case in our studies.

We have performed preliminary studies with one of these agents, Torin1 (data not shown). In studies on the WB-F344 and WB311 cell lines, we found that Torin1 and rapamycin had similar effects on 4E-BP1 and S6 phosphorylation but discrepant effects on DNA synthesis. The WB-F344 cells were sensitive to both agents, but the WB311 cells only showed significant inhibition of DNA synthesis in response to Torin1. These results support the conclusion from the present studies that the locus of rapamycin resistance in hepatic cells is downstream from mTOR complex 1 (mTORC1) but not from 4E-BP1 or S6 kinase. An alternative explanation is that pathways parallel to those involving mTORC1, possibly involving an mTOR complex other than mTORC1 or mTORC2, may account for resistance to rapamycin's antiproliferative effects. An example of such a mechanism may be the alternatively spliced form of mTOR termed mTORβ that was recently identified and assigned a role in the control of cell proliferation [39].

Our finding that Akt content did not correlate with rapamycin sensitivity is consistent with prior studies [40]. However, the same was true for phosphorylated Akt. Contrary to findings in other systems, Akt activation state, which may reflect “dependence” on mTOR signaling, was not a predictor of rapamycin response in the hepatic cells we examined [40].

Rapamycin induced the non-tumorigenic WB-F344 cells to arrest in G1, similar to other rapamycin sensitive cell types [5]. Our data in these cells indicated that incorporation of p27 into cyclin E1-containing complexes with resulting inhibition of cyclin E1-dependent kinase activity may have accounted for this G1 arrest. A corollary finding was the apparent deficiency of p27 in the highly rapamycin resistant WB311 cells. However, H5D cells, which displayed intermediate sensitivity, showed high levels of p27 in cyclin E1 complexes that were unaffected by rapamycin. Among the cell lines that showed a rapamycin-induced inhibition of cyclin E1-dependent kinase activity, there was evidence for both p27-dependent and p27-independent regulation of cyclin E1/CDK2 activity. These findings indicate heterogeneity across hepatic cells *in vitro* with regard to the effects of rapamycin on cyclin E1-dependent kinase activity.

It was striking that rapamycin induced short-term inhibition of leucine incorporation into protein in only one of the cell lines, the H4 cells. This was unexpected given the consistent effect of rapamycin on 4E-BP1 phosphorylation at the Ser65 and Thr36/47 sites, an effect that was absent only in the H4 cells. Furthermore, none of the cell lines showed inhibition of leucine incorporation into protein at 24 hr, a time point at which some cells showed growth arrest and 4E-BP1 phosphorylation was persistently inhibited. This is not the first circumstance in which 4E-BP1 phosphorylation in hepatic cells has been dissociated from activation of translation. This has been seen in liver regeneration [41], and our own laboratory made a similar observation in translation activation in the liver of rats refed following a period of starvation [42]. The finding that WB-F344 cells were highly sensitive to rapamycin but did not show sensitivity at the level of protein synthesis is particularly noteworthy. This result indicates that resistance to rapamycin-induced inhibition of protein synthesis cannot account for resistance at the level of DNA synthesis. Furthermore, the absence of an effect of rapamycin on the accumulation of protein incorporating radiolabeled leucine may indicate the absence of a rapamycin effect on autophagy. Such an effect would be expected to alter the steady state incorporation of radiolabeled leucine into protein. That being said, a direct examination of the effects of rapamycin on autophagy in these hepatic cell lines may be warranted.

The role of TOR in the regulation of gene transcription has been mostly characterized in yeast [43], [44] where the nuclear localization and the activity of several nutrient and stress-responsive transcription factors are regulated by mTORC1-dependent phosphorylation [45]. In mammalian cells, mTOR-mediated transcriptional control has been associated with regulation of the expression of relatively few genes. The genes that are best characterized for rapamycin responsiveness include Polymerase I, IGF-II and ribosomal DNA [46]–[48]. We undertook a broader analysis of rapamycin effect on gene expression so as to identify genes, groups of genes (ontology analysis) or pathways that could account for rapamycin responsiveness. We observed that genes associated with the mTOR pathway were generally not affected at the mRNA level by rapamycin in either sensitive or resistant hepatic cell lines. In addition, none of the known effectors and downstream targets of TOR in yeast, such as Gln3, Ure2 and Tip41 [44], were affected. 

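Of 47 tested genes of the mTOR complexes, their regulators and their targets, 5 rose and 5 fell with rapamycin in WB-F344 (5 and 5 adjusted over the list alone), and of 48 in WB311, 3 rose and 1 fell (3 and 1 adjusted over the list alone). The list was written after Tables S2 and S3 had been read, so it is not independent evidence. Mtor itself had log2 fold changes of 0.063 in WB-F344 and 0.043 in WB311, and Fkbp1a, whose protein binds rapamycin, of 0.28 (standard error 0.10, adjusted p = 0.0694) and -0.11, from limma. The target Rps6kb1 was at 0.16 and 0.15, Rps6 at 0.13 and 0.013 and Eif4ebp1 at -0.15 and -0.23, and none of these passed the test in either line. Among the members that passed were Eif4b, a translation initiation factor, which rose by 0.51 in WB-F344 and 0.60 in WB311, and the kinase Sgk1, which rose by 1.24 in WB-F344. The mTOR inhibitor Deptor had a log2 fold change of 0.65 in WB311, where it rose, and a difference of 1.40 from its fall in WB-F344 (adjusted p = 0.00189 from limma). The polymerase I genes Polr1a and Polr1b were at -0.16 and -0.24 in WB-F344 and at 0.012 and -0.10 in WB311, and were not called. In WB-F344, Polr1b had an adjusted p of 0.0143 from limma but a fold change under 1.2, and it passed without vehicle plate 3. The polymerase I subunits Polr1c and Polr1e fell in WB-F344, both with a log2 fold change of -0.46. Igf2 was at 0.033 in WB-F344 (adjusted p = 0.868) and was under the intensity minimum in WB311. The list's adjusted p was 0.797 in WB-F344, 0.0646 in WB311 (0.0443 with each array centred on its median) and 0.566 for the difference between the lines, from limma's camera. Fkbp1a passed in WB-F344 after cyclic loess (adjusted p = 0.0261 from limma) and without vehicle plate 1 (0.0232). With replicate blocks within lines, a setting added after the data were seen, it passed in WB-F344 (0.0103). In the difference between the lines it passed with these blocks (0.0234) and without both WB-F344 plates numbered 2 (0.0221). Another Fkbp1a probe set differed between the lines, by -0.28 (adjusted p = 0.0258). Eif4ebp1 passed in WB-F344 without vehicle plate 2 (adjusted p = 0.00558 from limma) and without both plates numbered 2 (0.00753).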

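Tiprl, the rat homolog of yeast Tip41, had a log2 fold change of -0.15 (standard error 0.068, adjusted p = 0.129) in WB-F344 and of -0.022 (standard error 0.068, adjusted p = 0.926) in WB311, from limma. Its intensity was 273 ± 17.2 and 246 ± 14 in WB-F344 with vehicle and rapamycin, and 229.9 ± 2.52 and 227 ± 12.7 in WB311 (SD, n = 3 plates each). Neither change passed the test. No rat gene was listed for Gln3 or Ure2.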

Most importantly, the genes that were modulated in the sensitive WB-F344 cells but not the resistant WB311 cells included very few candidates that could account for rapamycin resistance at the level of cell cycle control, cell proliferation, translation or apoptosis. 

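Genes of DNA replication and mitosis fell in WB-F344 and differed in their response from WB311. By flow cytometry, the paper reports fewer WB-F344 cells in S and G2/M phases with rapamycin and no effect in WB311. The arrays cannot tell a smaller share of such cells from a change of these genes within cells. Whether any of these genes accounts for resistance was not tested. Of 41 genes of DNA replication, 34 had a higher change in WB311 than in WB-F344 and none a lower one (37 adjusted over the list alone; adjusted p = 5.29e-27 from limma's camera, and adjusted p = 0.00195 with an estimated correlation). The log2 difference of the effects was 0.77 for Cdt1 and 0.62 for Mcm3, a helicase subunit. Of 34 genes of mitosis, 28 had a higher change in WB311 (33 adjusted over the list alone; adjusted p = 5.09e-30, and adjusted p = 0.000889 with an estimated correlation), among them Aurka at 0.95 and Bub1b at 0.74. These lists were written after Tables S2 and S3 had been read, so their counts are not independent evidence. In WB311 alone, limma called none of 41 genes of DNA replication (0 adjusted over the list alone; 5 at an unadjusted p under 0.05, 3 up and 2 down; 0 with the methods' t-test; adjusted p = 0.436 from camera), and 2 of 34 genes of mitosis rose (2 adjusted over the list alone; adjusted p = 0.00221, and adjusted p = 0.125 with an estimated correlation). Among 25 regulators of the G1 to S transition, 7 had a higher and 5 a lower change in WB311 (10 and 5 adjusted over the list alone, not independent evidence; adjusted p = 0.362). Cdk2 had log2 fold changes of -0.63 in WB-F344 and -0.0068 in WB311 (difference 0.62, adjusted p = 0.00388 from limma), Ccne1, cyclin E1, of -0.45 and 0.038 (difference 0.49, adjusted p = 0.0234, and 0.0571 to 0.0635 without any 1 of 6 arrays), and Cdkn1b, which encodes p27, of 0.088 and 0.078, not called. Among 37 translation factors, the exchange factor subunit Eif2b2 was at 1.03 and Eif2b3 at -0.46 in the difference (1 and 1 adjusted over the list alone; adjusted p = 0.998). Of 35 genes of ribosome biogenesis, 8 fell in WB-F344, with the nucleolar methyltransferase Fbl at -0.43 (8 adjusted over the list alone; adjusted p = 2.68e-05, and adjusted p = 0.307 with an estimated correlation), and none was called in WB311 (6 at an unadjusted p under 0.05; 0 with the methods' t-test; adjusted p = 0.0576). Of 17 apoptosis regulators, 2 had a higher and 3 a lower change in WB311 (2 and 4 adjusted over the list alone; adjusted p = 0.382), with the adaptor Fadd at 0.64, the initiator caspase Casp8 at -0.40 and the mitophagy receptor Bnip3l at -0.55. 

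**Figure D2:**
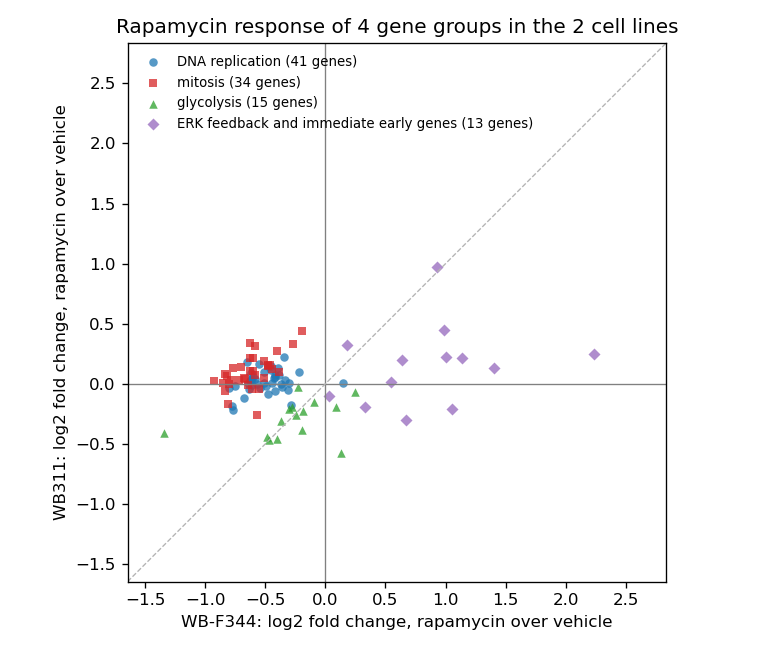
Log2 fold changes with rapamycin of single genes in WB-F344 (horizontal axis) and WB311 (vertical axis), for genes of DNA replication, mitosis and glycolysis and genes induced by ERK signaling. The dashed line marks equal changes in both lines. Of 41 genes of DNA replication, 40 lie below 0 in WB-F344 and 14 in WB311, and of 34 genes of mitosis, 34 and 7.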

The differential expression of genes induced by rapamycin was greatest in the most sensitive WB-F344 cells. 

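Besides Mgp, genes whose response to rapamycin differed between the lines included the growth factor receptor gene Fgfr3, with a log2 difference of the effects (WB311 minus WB-F344) of 1.66 (standard error 0.16, adjusted p = 0.000252 from limma). The angiogenic factor Pgf, the adhesion protein Flrt3 and the neuronal filament gene Prph were at 1.74, 1.70 and 1.59. Over 14214 probe sets, the median size of the log2 fold change was 0.17 in WB-F344 and 0.10 in WB311. With the sampling variance between plates removed, the SD of the log2 fold changes was 0.26 in WB-F344 and 0.16 in WB311, a ratio of 1.63. These summaries are across probe sets, which are not independent replicates.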

While this might be consistent with an impaired effect of rapamycin on gene expression in resistant cells, it may well be accounted for by the absence of rapamycin-induced growth inhibition in the resistant cells. It was striking that the genes most potently affected in the sensitive cells were, in general, not associated with cell growth. 

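In WB-F344 cells, 95 of 8228 genes tested changed by more than 2-fold with rapamycin, or 1.15%. Among 99 genes of DNA replication, mitosis or the G1 to S transition, 84 were called, here by any of their probe sets, but 2 changed by more than 2-fold, the transcription factor Myc and the cyclin-dependent kinase inhibitor Cdkn2b, or 2.02% (Fisher's exact test, two-sided, p = 0.317). No gene of DNA replication did (of 41 tested, 39 called with limma). None of mitosis did either (of 33 tested, 31 called). Fisher's exact test gave p = 1 for each of these lists. With 1.15% of all genes over 2-fold, a count of none is likely in lists this short, so the test cannot show depletion. Myc and Cdkn2b were both among the 25 G1/S regulators, or 8.00% of that list (Fisher's exact test, p = 0.0333). Of 13 genes induced by ERK signaling, 6 changed by more than 2-fold: the transcription factors Egr2, Etv4 and Etv5, the ERK phosphatases Dusp5 and Dusp6 and the ERK inhibitor Spry2 (Fisher's exact test, p = 3.25e-09). So did 4 of 9 chemokines and inflammatory genes (Ccl2, Ccl7, Cxcl16 and Ptgs2, Fisher's exact test, p = 2.01e-06), and 6 of 31 genes of extracellular matrix and focal adhesion (Col12a1, the integrin Itga7, the laminin chain Lama3, Mgp, the basement membrane protein Nid1 and Spp1, p = 1.18e-06). The ERK and chemokine lists were written after the upper rows of Table S1A were read. Those of DNA replication, mitosis, G1/S regulators and extracellular matrix were written after Tables S2 and S3 had been read. The counts of all these lists are thus not independent evidence. Genes are not independent, so these p-values describe the counts only. In WB311, 9 of 8162 genes changed by more than 2-fold, and none was a member of these lists.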

Finally, we identified several rapamycin-affected genes that have not previously been considered rapamycin sensitive. In particular, the gene encoding phosphoglycerol kinase-1, an enzyme in the glycolytic pathway, was downregulated in response to rapamycin in the four cell lines tested.

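The other Pgk1 probe set with an average of at least 100 had log2 fold changes of -0.31 (adjusted p = 0.00156 from limma) in WB-F344 and -0.21 (adjusted p = 0.0505, not called) in WB311. For the Pgk1 probe set given by the paper the log2 difference of the effects between the lines was -0.083 (adjusted p = 0.666), so the change in Pgk1 was not shown to differ between WB-F344 and WB311. In vehicle-treated cells, WB311 had more Pgk1 transcript than WB-F344, by 0.30 on the log2 scale (standard error 0.066, adjusted p = 0.00222), a difference under 1.2-fold without WB-F344 vehicle plate 2 or for the mean of all Pgk1 probe sets.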

Despite the highly heterogeneous response to rapamycin seen in the panel of hepatic cell lines that we studied, a uniform finding was that rapamycin was effective in blocking mTOR signaling to S6 and 4E-BP1 in all cell lines. The precise effect of rapamycin on 4E-BP1 phosphorylation varied but could not account for rapamycin response. More importantly, cell proliferation, cell cycle regulation at the level of cyclin E-dependent signaling, global protein synthesis and gene expression were heterogeneous among the different cell lines. We deliberately chose related hepatic cells with diverse characteristics to identify rapamycin response without the bias inherent in studying any single cell line. Our observations lead to the conclusion that different tumorigenic hepatic cell lines possess mechanisms of rapamycin resistance that are not dependent on alterations in the direct actions of mTOR on its targets. Resistance to the anti-proliferative actions of this drug seems to depend on dysregulation of G1-to-S progression but not a specific mode of cell cycle dysregulation. However, mechanisms of rapamycin resistance at the level of the cell cycle vary, implying a level of complexity that will present challenges to the efficacy of rapamycin in the treatment of liver cancer.

## Supporting Information

Figure S1 Gene Ontology Analysis. Panel A. Gene ontology biological process terms responsive to rapamycin (50 nM, 24 hr) in hepatic cell lines. The bars indicate the number of differentially expressed genes per cell line for each significant Gene Ontology (GO) term sub-category. C, cell growth and/or maintenance; M, metabolism; CM, cell communication; D, development; NNNNAM, nucleobase, nucleoside, nucleotide and nucleic acid metabolism; PM, protein metabolism; T, transport. Panel B. Gene ontology molecular function terms responsive to rapamycin (50 nM, 24 hr) in hepatic cell lines. The bars indicate the number of differentially expressed genes per cell line for each significant Gene Ontology (GO) term sub-category. NAB, nucleic acid binding; CA, catalytic activity; TA, transporter activity; TFA, transcription factor activity; B, binding. Panel C. Gene ontology cell component terms responsive to rapamycin (50 nM, 24 hr) in hepatic cell lines. The bars indicate the number of differentially expressed genes per cell line for each significant Gene Ontology (GO) term sub-category. CI, cell:intracellular; C, cytoplasm; EES, external encapsulating structure.
(0.42 MB PPT) Click here for additional data file.

Figure S2 Bipartite Network of Pathways Analysis. Panel A. Bipartite network of pathways and genes representing targets of mTOR in WB-F344 cells. Pathways are represented by circles and genes by squares. Gray circles indicate pathways that were not significant while red and blue circles indicate significant pathways that are overrepresented and underrepresented, respectively. The intensity of the squares with green shading indicates the degree of pathway membership ranging from light green (genes connected to few pathways) to dark green (the hubs). Pathway sub-networks are related to bladder cancer, TGF-beta signaling, tight junction, metabolism and aminoacyl-tRNA biosynthesis biological functions. 

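In WB-F344 cells, genes of TGF-beta signaling changed both ways. Of 32 tested, 7 rose and 7 fell (8 and 7 adjusted over the list alone; adjusted p = 0.304 from limma's camera). The ligand Tgfb3 had a log2 fold change of -0.93 (standard error 0.077, adjusted p = 2.44e-05 from limma), while the ligand Tgfb1 rose by 0.74. Of 19 cytosolic aminoacyl-tRNA synthetases, which load amino acids on tRNA, 7 fell and 1 rose (7 and 1 adjusted over the list alone). This list and that of TGF-beta signaling were written after Tables S2 and S3 had been read and are not independent evidence. Yars1 was at -0.51, Cars1 at -0.45 and Wars1 at -0.39, and Qars1, which rose, at 0.35. For this list the adjusted p was 0.000256 from camera (adjusted p = 0.135 with an estimated correlation).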

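In WB-F344, Myc, a transcription factor of cell growth, had a log2 fold change of 1.44 (standard error 0.064, adjusted p = 7.93e-07 from limma), from an intensity of 312 ± 19.2 with vehicle to 848 ± 20.2 with rapamycin (SD, n = 3 plates each). Ccnd1, cyclin D1, rose by 0.74 on the log2 scale (adjusted p = 0.000626), and Prkca, a protein kinase C, by 0.38 (adjusted p = 0.0111). The kinase Akt1 had log2 fold changes of -0.38 (standard error 0.12, adjusted p = 0.031) for the probe set of highest mean and -0.27 (adjusted p = 0.0188) for another. With only the 2 groups compared, Prkca (adjusted p = 0.0576 from limma) and Akt1 (0.153) were no longer called, nor was Akt1 at the probe set of highest mean after cyclic loess (0.0596) or without any 1 of 4 arrays (0.0623 to 0.111).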

The Akt, Prkca, Ccnd1 and myc genes were connected to significant pathways. Panel B. Bipartite network of pathways and genes representing targets of mTOR in WB311 cells. Symbols are those used for Figure 1A. Pathway sub-networks are related to metabolism and cellular biological functions. 

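In WB311, the matrix-associated protein gene Ccn2, a TGF-beta target, rose by 0.80 on the log2 scale (standard error 0.076, adjusted p = 0.000666 from limma), and the ligand gene Bmp6 by 0.56. Of 27 genes of TGF-beta signaling, 3 rose and none fell (7 and 0 adjusted over the list alone; adjusted p = 0.000275 from limma's camera, and adjusted p = 0.194 with an estimated correlation). Of 19 cytosolic aminoacyl-tRNA synthetases, 4 fell, among them Sars1 at -0.28 and Wars1 at -0.35 (4 adjusted over the list alone; adjusted p = 2.7e-06, and adjusted p = 0.0706 with an estimated correlation). Both lists were written after Tables S2 and S3 had been read, so they are not independent evidence. The difference from WB-F344 did not pass for either list (adjusted p = 0.362 for TGF-beta signaling and 0.54 for the synthetases).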

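In WB311, Myc had a log2 fold change of 0.50 (standard error 0.064, adjusted p = 0.00267 from limma), a rise smaller than that in WB-F344 by a log2 difference of -0.94 (adjusted p = 0.000252). Its intensity was 1140.3 ± 68 with vehicle and 1614 ± 49.2 with rapamycin (SD, n = 3 plates each). Ccnd1 rose by 0.55 on the log2 scale (adjusted p = 0.0182), with no call without any 1 of the 6 WB311 arrays (0.0595 to 0.077). For Akt1 and Prkca the log2 fold changes were 0.029 and -0.025, neither called. The other Akt1 probe set was at 0.10 in WB311 (adjusted p = 0.537 from limma). Its difference between the lines, 0.37, was called (adjusted p = 0.0451), while that of the probe set of highest mean, 0.41, was not (0.147). The difference for Prkca, -0.40, was not called (0.0771), but was after cyclic loess (0.0250) and median centring (0.0120). With replicate blocks within lines, the differences of Akt1 at the probe set of highest mean (0.0103) and of Prkca (0.0364) were called. Both were also called without both WB-F344 plates numbered 2 (0.00968 and 0.0361). These last 2 settings were chosen after the data were seen.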

The Ccnd1 and myc genes were connected to pathways that were not significant. Panel C. Bipartite network of pathways and genes representing targets of mTOR in GN5 cells. Symbols are those used for Figure 1A. Overrepresented pathway sub-networks were not identified, while the neuroactive ligand receptor interaction pathway was underrepresented. The Nfkbia, Hsd3b7, Tgfb2, Tgfb3, Tgfa, and Maoa genes were connected to pathways that were not significant. Panel D. Bipartite network of pathways and genes representing targets of mTOR in H5D cells. Symbols are those used for Figure 1A. The neuroactive ligand receptor interaction pathway was underrepresented. Overrepresented pathway sub-networks are related to metabolism, Alzheimer's disease, melanogenesis, thyroid cancer and prostate cancer. The Mapk3 gene was connected to pathways that were not significant.
(0.87 MB PPT) Click here for additional data file.

Table S1 Genes that show differential expression in response to rapamycin. Results are shown for the WB-F344 (Table S1A), WB311 (Table S1B), GN5 (Table S1C) and H5D (Table S1D) cell lines. 

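Of the probe sets called in WB-F344, 481 had no single gene symbol and the others stood for 2210 genes, and in WB311, 82 of 488 had none and the others stood for 385 genes. Klhl24 was called up in both lines by 3 probe sets, with log2 fold changes of 0.74, 0.72 and 0.81 in WB-F344 and 0.89, 0.80 and 0.85 in WB311. Of the 31042 probe sets other than controls, 9780 were not listed in the annotation used here and 436 were assigned to several genes.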

Note that for Tables S1A and S1B, some genes have more than one Affymatrix Probe ID while some have neither a gene title nor a gene symbol.
(0.80 MB XLS) Click here for additional data file.

Table S2 Gene ontology terms and associated genes sensitive to rapamycin among all four hepatic cell lines tested. MF, molecular function; BP, biological process. In the Probe ID column, the top number is the Affymetrix platform ID and the bottom is the Illumina platform ID.
(0.04 MB DOC) Click here for additional data file.

Table S3 Pathways affected by rapamycin in hepatic cell lines. Table S3A. Results are given for the WB-F344 and WB311 cell lines (Table S3A) and for the GN5 and H5D cell lines (Table S3B). Grey highlighting denotes pathways common to all cell lines studied. Table S3C. Effect of rapamycin on genes in the glycolysis/gluconeogenesis pathway. 

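Enzymes of glycolysis fell with rapamycin in both WB-F344 and WB311 cells. Ldha, lactate dehydrogenase, had a log2 fold change of -0.40 (standard error 0.055, adjusted p = 0.000424 from limma) in WB-F344 and of -0.46 (standard error 0.055, adjusted p = 0.00178) in WB311. Tpi1, triosephosphate isomerase, was at -0.47 (standard error 0.052, adjusted p = 0.000134) in WB-F344 and -0.47 (standard error 0.053, adjusted p = 0.00139) in WB311, and Pfkl, a phosphofructokinase, at -0.48 (standard error 0.069, adjusted p = 0.000576) and -0.44 (standard error 0.069, adjusted p = 0.00649). Of 15 genes of glycolysis tested in each line, 6 fell in WB-F344 and 6 in WB311 (6 and 6 adjusted over the list alone). None rose, and this is not independent evidence, since the list holds the genes of Table S3C. Pgk1 is among the 6 in WB-F344 but not among the 6 in WB311. There the Pgk1 probe set given by the paper was called, at -0.38, but the list counts another one. The enolase Eno3 was at -1.35 in WB-F344, and the aldolase Aldoa at -0.38 in WB311. The list's adjusted p was 0.00106 in WB-F344 and 6.56e-13 in WB311 from limma's camera, with an estimated correlation adjusted p = 0.0248 and 0.00111, and 0.382 for the difference between the lines. In that difference 1 member, Eno3, had a higher and 1, the phosphofructokinase Pfkp, a lower change in WB311 (1 and 1 adjusted over the list alone).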

Results are given for all four hepatic cell lines studied.
(0.10 MB DOC) Click here for additional data file.

# Supplementary material for: Rapamycin Response in Tumorigenic and Non-Tumorigenic Hepatic Cell Lines
**Source:** PLoS One. 2009 Oct 9;4(10):e7373. doi: 10.1371/journal.pone.0007373
**Supplement:** Table S2 — Gene ontology terms and associated genes sensitive to rapamycin among all four hepatic cell lines tested. MF, molecular function; BP, biological process. In the Probe ID column, the top number is the Affymetrix platform ID and the bottom is the Illumina platform ID. (0.04 MB DOC)

|  |  |  | **WB-F344** | **WB311** | **H5D** | **GN5** |
| --- | --- | --- | --- | --- | --- | --- |
| **GO terms** | **Probe ID** | **Gene Symbol** | **Fold Change** | **Fold Change** | **Fold Change** | **Fold Change** |
| **MF: Catalytic activity: transferase** | 1368342_at ILMN_1369934 | Ampd3 | 1.84 | -1.5 | -1.4 | -1.26 |
| 1367599_at ILMN_1370511 | Atp5g1 | -1.47 | -1.26 | -1.25 | -1.2 |
| **MF: apoptosis regulator activity** | 1367899_at ILMN_1372371 | F2r | 1.76 | 1.25 | 1.22 | 1.53 |
| **BP: Cell Cycle** | 1369590_a_at ILMN_1349910 | Ddit3 | -1.74 | -1.27 | -1.47 | -1.89 |
| **BP: Carbohydrate metabolism** | 1375964_at ILMN_1358252 | Psph | -1.95 | -1.59 | -1.62 | -2.42 |
| 1387361_s_at ILMN_1369074 | Pgk1 | -1.37 | -1.41 | -1.3 | -1.21 |
| **BP: Energy Pathways** | 1367599_at; ILMN_1370511 | Atp5g1 | -1.47 | -1.26 | -1.25 | -1.2 |
| **BP: Cell Death** | 1369590_a_at; ILMN_1349910 | Ddit3 | -1.74 | -1.27 | -1.47 | -1.89 |
| 1367899_at; ILMN_1372371 | F2r | 1.76 | 1.25 | 1.22 | 1.53 |

# Supplementary material for: Rapamycin Response in Tumorigenic and Non-Tumorigenic Hepatic Cell Lines
**Source:** PLoS One. 2009 Oct 9;4(10):e7373. doi: 10.1371/journal.pone.0007373
**Supplement:** Table S3 — Pathways affected by rapamycin in hepatic cell lines. Table S3A. Results are given for the WB-F344 and WB311 cell lines (Table S3A) and for the GN5 and H5D cell lines (Table S3B). Grey highlighting denotes pathways common to all cell lines studied. Table S3C. Effect of rapamycin on genes in the glycolysis/gluconeogenesis pathway. Results are given for all four hepatic cell lines studied. (0.10 MB DOC)

| **Table S3A** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **WB-F344** | | | | **WB311** | | | |
| **Pathways** | **pval** | **Genes** | **Significant Genes** | **Pathways** | **pval** | **Genes** | **Significant Genes** |
| Aminoacyl-tRNA biosynthesis | 0.0416617 | 17 | 5 | Arginine and proline metabolism | 0.0070416 | 24 | 6 |
| Bladder cancer | 0.011765 | 33 | 9 | Biosynthesis of steroids | 5.90E-08 | 21 | 11 |
| Calcium signaling pathway | 0.0002686 | 164 | 6 | Carbon fixation | 0.0085873 | 18 | 5 |
| Cell cycle | 1.94E-11 | 99 | 37 | Cell Communication | 0.0388117 | 89 | 12 |
| DNA polymerase | 0.0001996 | 24 | 10 | ECM-receptor interaction | 0.0019961 | 63 | 12 |
| Folate biosynthesis | 0.0128833 | 13 | 5 | Focal adhesion | 0.0090925 | 167 | 22 |
| Fructose and mannose metabolism | 0.0397696 | 28 | 7 | Galactose metabolism | 0.0010097 | 17 | 6 |
| Galactose metabolism | 0.0103612 | 17 | 6 | Glycolysis / Gluconeogenesis | 0.003736 | 43 | 9 |
| Glycolysis / Gluconeogenesis | 0.0292545 | 43 | 10 | Neuroactive ligand-receptor interaction | 6.98E-06 | 221 | 2 |
| Inositol metabolism | 0.0385248 | 3 | 2 | Nicotinate and nicotinamide metabolism | 0.0435771 | 11 | 3 |
| Neuroactive ligand-receptor interaction | 2.79E-08 | 221 | 4 | O-Glycan biosynthesis | 0.0168238 | 14 | 4 |
| p53 signaling pathway | 4.01E-05 | 56 | 18 | Oxidative phosphorylation | 0.0295469 | 82 | 1 |
| Porphyrin and chlorophyll metabolism | 0.0302197 | 21 | 6 | Pentose phosphate pathway | 0.0065967 | 17 | 5 |
| Purine metabolism | 0.0043332 | 102 | 22 | Polyunsaturated fatty acid biosynthesis | 0.0036231 | 15 | 5 |
| Pyrimidine metabolism | 1.71E-05 | 53 | 18 | Terpenoid biosynthesis | 0.0302583 | 4 | 2 |
| Pyruvate metabolism | 0.0397696 | 28 | 7 | Valine, leucine and isoleucine degradation | 0.0095285 | 33 | 7 |
| Ribosome | 0.0284431 | 63 | 2 | Vitamin B6 metabolism | 0.0302583 | 4 | 2 |
| Streptomycin biosynthesis | 0.0398256 | 7 | 3 |  |  |  |  |
| TGF-beta signaling pathway | 0.0076333 | 70 | 16 |  |  |  |  |
| Tight junction | 0.0368075 | 114 | 21 |  |  |  |  |

| **Table S3B** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **GN5** | | | | **H5D** | | | |
| **Pathways** | **pval** | **Genes** | **Significant Genes** | **Pathways** | **pval** | **Genes** | **Significant Genes** |
| Aminoacyl-tRNA biosynthesis | 1.90E-10 | 28 | 12 | Alanine and aspartate metabolism | 0.0008554 | 22 | 5 |
| Arginine and proline metabolism | 0.0493517 | 21 | 3 | Alzheimer's disease | 0.0015838 | 25 | 5 |
| Biosynthesis of steroids | 2.14E-05 | 16 | 6 | Aminoacyl-tRNA biosynthesis | 3.90E-05 | 28 | 7 |
| Biosynthesis of unsaturated fatty acids | 0.0240237 | 16 | 3 | Biosynthesis of steroids | 0.0175788 | 16 | 3 |
| Butanoate metabolism | 0.0380973 | 19 | 3 | Carbon fixation | 0.0175788 | 16 | 3 |
| Carbon fixation | 0.0240237 | 16 | 3 | Fatty acid elongation in mitochondria | 0.0384359 | 9 | 2 |
| Fatty acid elongation in mitochondria | 0.0476809 | 9 | 2 | Glutamate metabolism | 0.0322759 | 20 | 3 |
| Fructose and mannose metabolism | 0.0018043 | 23 | 5 | Glutathione metabolism | 8.46E-05 | 22 | 6 |
| Glutamate metabolism | 0.0435414 | 20 | 3 | Glycine, serine and threonine metabolism | 0.0254795 | 32 | 4 |
| Glycine, serine and threonine metabolism | 2.36E-07 | 32 | 10 | Glycolysis / Gluconeogenesis | 0.0010726 | 34 | 6 |
| Glycolysis / Gluconeogenesis | 0.0104721 | 34 | 5 | Glyoxylate and dicarboxylate metabolism | 0.0234897 | 7 | 2 |
| Neuroactive ligand-receptor interaction | 0.0457531 | 211 | 3 | Melanogenesis | 0.0174748 | 76 | 7 |
| Phenylalanine, tyrosine and tryptophan biosynthesis | 0.0293114 | 7 | 2 | Metabolism of xenobiotics by cytochrome P450 | 0.0444595 | 38 | 4 |
| Riboflavin metabolism | 0.0214958 | 6 | 2 | Neuroactive ligand-receptor interaction | 0.0064097 | 211 | 1 |
| TGF-beta signaling pathway | 0.0166335 | 67 | 7 | Nitrogen metabolism | 0.0120348 | 14 | 3 |
| Tryptophan metabolism | 0.0410081 | 33 | 4 | p53 signaling pathway | 0.0079584 | 50 | 6 |
| Urea cycle and metabolism of amino groups | 0.0039091 | 17 | 4 | Pantothenate and CoA biosynthesis | 0.0234897 | 7 | 2 |
| Valine, leucine and isoleucine biosynthesis | 0.0293114 | 7 | 2 | Prostate cancer | 0.0392196 | 71 | 6 |
| Wnt signaling pathway | 0.022157 | 110 | 0 | Reductive carboxylate cycle (CO2 fixation) | 0.0171754 | 6 | 2 |
|  |  |  |  | Thyroid cancer | 0.0464286 | 23 | 3 |
|  |  |  |  | Valine, leucine and isoleucine biosynthesis | 0.0234897 | 7 | 2 |

| **Table S3C.** | | | | |
| --- | --- | --- | --- | --- |
|  | **WB-344** | **WB311** | **H5D** | **GN5** |
| **Gene Symbol** | **Fold Change** | **Fold Change** | **Fold Change** | **Fold Change** |
| Ldha | -1.59 |  |  | -1.53 |
| **Pgk1** | **-1.37** | **-1.30** | **-1.21** | **-1.41** |
| Pfkl | -1.39 |  |  | -1.21 |
| Tpi1 |  | -1.35 | -1.23 |  |

How the deposited data were processed for this re-analysis (not part of the article)

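RNA from 3 plates each of WB-F344 and WB311 cells, exposed to vehicle or to 50 nM rapamycin for 24 hr, was measured by the authors on 12 Affymetrix Rat Genome 230 2.0 arrays. The deposited values are of the unit intensity, on a linear scale, and were normalized by the authors with Robust Multiarray Average, for which no software version is given. The plan for the re-analysis had assumed values on the log2 scale, and since the values ranged from 7.78 to 20499, their log2 was taken here. Every data column was matched to a sample, with 0 columns left over. Median intensity per array was 59.5 to 62.9. Values of GN5 and H5D cells are not analysed here.

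Of 31099 probe sets, 57 controls were used only for RNA quality and spike-ins. The annotation gave 1 gene symbol for 20826 of the other 31042, several for 436 and none for 9780, and 20764 of its 21268 gene identifiers were found in the RefSeq annotation, whose current symbols were used. Fits were made in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. All 12 arrays were fitted as 4 groups of 3 plates with moderated variances. A probe set was tested where its average linear intensity was at least 100 in 1 of the groups compared, and called where the Benjamini-Hochberg adjusted p was under 0.05 and the fold change at least 1.2. These thresholds are the paper's, while the paper's methods use a two-sample t-test and apply the fold change filter before it, which were run as alternatives. The comparisons were rapamycin against vehicle in each line, the difference of these effects between the lines, WB311 against WB-F344 with vehicle, and limma's F test over the 4 groups. The arrays were clustered with average linkage on 1 minus the Pearson correlation of log2 values centred on each probe set's median. The precision is limited by 3 arrays per group.

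Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, on the probe set of highest mean per gene. The p was adjusted over 27 lists in each comparison. The tests were repeated with an estimated correlation, with fry and with Fisher's exact test. Camera took in genes under an intensity of 100, while the counts of rises and falls cover tested genes only. In WB-F344 the median log2 fold change was -0.053 over tested probe sets and 0.015 with no filter. Lists of expressed genes thus start from a lower centre there. With only genes of an average of at least 100, 7 list results lost their pass and 2 gained one. The lists were glycolysis, the pentose phosphate pathway, hypoxia (HIF) targets outside glycolysis, cholesterol synthesis, fatty acid synthesis, amino acid response (ATF4) targets, cytosolic aminoacyl-tRNA synthetases, DNA replication, mitosis, G1/S regulators, p53 targets, apoptosis regulators, the mTOR pathway, ribosomal proteins, ribosome biogenesis, translation factors, oxidative phosphorylation, lysosome and autophagy, ERK feedback and immediate early genes, chemokines and inflammatory genes, extracellular matrix and focal adhesion, TGF-beta signaling, and markers of hepatocytes, biliary and progenitor cells, mesenchymal cells, endothelial cells and leukocytes. The ERK and chemokine lists were written after the upper rows of Table S1A had been read. The glycolysis, DNA replication, mitosis, G1/S, p53, TGF-beta, cholesterol, aminoacyl-tRNA, ATF4 and mTOR lists were written after Tables S2 and S3. Table S3A also names pathways of the fatty acid, pentose phosphate, oxidative phosphorylation, ribosomal protein and extracellular matrix lists. The study made these tables from these arrays, so none of these lists is independent evidence.

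The genes named were taken from, per comparison, the 10 with the largest rise and the 10 with the largest fall among called probe sets with a single symbol whose groups do not overlap between arrays (for the difference between the lines, all genes called), up to 4 members of each list with the smallest p, and every gene that the paper names for the arrays or measures as a protein. Values in Tables S1 to S3 had been seen when the rule was written. Genes named by membership of a called set, as in the counts of changes over 2-fold, were named after their values were seen. Mapk3 had no probe set with its symbol alone. Not all that the rule selects are reported: of the 20 genes with the largest differences between the vehicle groups 6 are named, chosen after their values were seen, the members of the lists are named in part, and the result of 1 gene of the other comparisons is not reported here.

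Replicate numbers were checked as pairs. In WB-F344 the deviations of vehicle and rapamycin plates of the same number correlated at 0.561 to 0.871 across probe sets. In WB311 this was -0.139 to -0.000258, and between the lines -0.265 to 0.198. In WB-F344, vehicle plate 1 with rapamycin plate 3 and vehicle plate 3 with rapamycin plate 1 also correlated, at 0.605 and 0.581. A pairing by number was thus shown for the plates numbered 2 only. A replicate block over both lines was an alternative from the start, and one within each line was added after this was seen. The other alternatives were no filter or a higher one on intensity, no fold change threshold or one before the correction, the methods' t-test with equal or unequal variances, only the 2 groups compared, cyclic loess, median centring, an intensity trend with robust variance, array weights (whose estimation by limma stopped before convergence in 5 fits), ratios of linear means, leaving out probe sets shared between genes by name, and leaving out each array. The fits were tested on simulated data. In WB-F344, 50 probe sets each were changed by 1.5, 2, 3 and 4 fold, with no other rapamycin effect. Of these, limma called 74%, 88%, 96% and 94% in WB-F344 and, for the difference between the lines, 54%, 80%, 92% and 96%. None was changed in WB311, so recovery there was not tested. Unchanged probe sets called by limma numbered 12 in WB-F344, 0 in WB311 and 10 in the difference. The t-test with equal variances called 46 unchanged probe sets in WB-F344 and 0 in WB311. The 1 list that was shifted in the simulation was called and 0 others were.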

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

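The tests in this part were set before the results were seen, except the breakdowns of the splits by pairs of plates and by the WB-F344 groups kept and the use of the counts with only the 2 groups compared, which were chosen only after the result was seen. The effect of rapamycin differed between WB311 and WB-F344 for 1517 probe sets in limma's interaction contrast. With the treatment labels permuted within each line, 2 of 100 splits gave as many, the real one included. Chance can thus be excluded over all splits, but only against no rapamycin effect in either line. The splits do not test an equal effect in both lines, since they permute the labels of WB-F344 as well. Of the splits drawn, 41 part every pair of WB-F344 plates of the same number, as the real one does, and the same 2 of these 41 gave as many, a share close to 0.05. The highest other split gave 3018, and it is the one with the WB311 labels swapped, which adds the effects of the lines in place of taking their difference. The next gave 1326.

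More probe sets changed in WB-F344 (3000) than in WB311 (488). A different spread between plates is argued against as the whole cause, since with each line's own sampling variance removed the log2 fold changes still had an SD 1.63 times larger in WB-F344. How large the gap in counts is depends on the spread used, since with only the 2 groups compared, so that each line has its own, 1658 and 1319 were called, and the ratio of the shares was 1.25 in place of 6.09. With the labels permuted within lines, 12 of 100 splits gave a difference of the counts as large as the real 2512, the highest other being 2624. All 12 kept the real WB-F344 groups, and without these the highest was 1. The splits that keep these groups and break up those of WB311 lose calls in WB311, so this count does not bear on chance. The growth inhibition that the paper reports in WB-F344 may take part in this difference, and the arrays hold no test of it.

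Within WB-F344, 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05. The real split called 3000 probe sets and the highest other 3, and among the 3 other splits that part every pair of plates of the same number the highest was 0. For WB311 the splits are as few, with 488 for the real one and 0 as the highest other, and for the vehicle arrays of the lines with 7699 and 0. For each of these 3 comparisons, 1 split of the 10, the real one, gave a count as large. Over the 4 groups, 1 of 100 drawn splits, the real one, called as many as 9940 probe sets, with 7373 as the highest other. Chance can thus be excluded, but only against no difference of any kind among the 4 groups. These splits were drawn over the arrays of both lines together, and the lines differ widely. The count therefore does not test an effect of rapamycin.

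The difference between the lines was found by the same contrast for 8 gene lists. Their adjusted p from camera was 5.29e-27 for DNA replication, 5.09e-30 for mitosis, 6.66e-09 for ERK feedback and immediate early genes, 0.00225 for lysosome and autophagy, 0.0133 for ribosome biogenesis, 0.0342 for p53 targets, 0.0409 for leukocyte markers and 0.0422 for ATF4 targets. With an estimated correlation the first 3 passed. The DNA replication, mitosis, ERK, p53 and ATF4 lists were written after tables of the paper had been read, so they are not independent evidence. The log2 effect in WB311 minus that in WB-F344 was 2.22 for Col12a1, 2.20 for Ogn, 2.17 for Smtnl2, 2.03 for Krt14, 1.74 for Pgf, 1.70 for Flrt3, 1.66 for Fgfr3, 1.59 for Prph and 1.59 for C1qtnf3. It was -3.32 for Mgp, -2.52 for Esm1, -2.51 for Ptgs2, -2.37 for Spp1, -2.36 for Sorbs2, -2.14 for Bace2, -2.07 for Ccl7, -2.03 for Plxna2, -1.99 for Egr2 and -1.77 for Nr5a2. In WB311, Esm1, Bace2, Ccl7, Plxna2, Egr2, Nr5a2 and C1qtnf3 were under an intensity of 100 with either treatment, so their response there was not measured. These 7 differences are not interpretable beyond the change in WB-F344. In WB-F344, Ptgs2 was under 100 with vehicle and Pgf with rapamycin, so their differences are rough sizes. Of the genes the paper names, the log2 difference was -1.50 for Ampd3, -0.94 for Myc, 0.62 for Cdk2, 0.49 for Ccne1 and 0.33 for Psph. The last 2 lost their call without single arrays. With replicate blocks within lines, chosen after the data were seen, more were called. These were F2r (adjusted p = 0.0468 from limma), Ddit3 (0.0462), Akt1 (0.0103), Prkca (0.0364) and Fkbp1a (0.0234). Without both WB-F344 plates numbered 2, these and Ccnd1 (0.0384) were called.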

How the results depend on the processing

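The replicate blocks within lines, the setting without both WB-F344 plates numbered 2, the t-test on fold changes of linear means, and median centring for the gene lists were chosen after the data were seen. Of the results for named genes under the alternatives, 7388 kept their side of the threshold, 261 lost and 112 gained a call; of those for gene lists, 1894 kept it, 130 lost and 82 gained it; and no direction was reversed. Of the counts, 369 stayed within 1.5 times and 84 did not. The number of arrays limits all of these, and probe sets under an intensity of 100 were tested only without the filter. The cause of a change was not tested. The estimation of array weights stopped before convergence, so values with array weights are uncertain.

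For WB311, the calls, rises and falls were 289, 146 and 143 with no intensity filter (1 over 3-fold), 1066, 627 and 439 with the fold change filter before the correction, 1234, 753 and 481 with the methods' t-test, 1026, 623 and 403 with unequal variances, 1319, 807 and 512 with only the 2 groups compared, 1367, 830 and 537 with array weights, 1205, 740 and 465 with replicate blocks within lines, and 1236, 752 and 484 with the t-test on linear means. For WB-F344 they were 1448, 462 and 986 with unequal variances and 1658, 576 and 1082 with only the 2 groups compared, and array weights gave 1688 rises. The difference of the effects held 2544 probe sets with the fold change filter first, 3675 with array weights, 3229 with replicate blocks within lines and 2974 without both WB-F344 plates numbered 2. With the replicate block over both lines, 3090 were called in WB-F344 and 436 in WB311.

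Lists past the threshold with an estimated correlation numbered 7 in WB-F344, 3 in WB311, 3 in the difference and 0 between the lines; with fry 20 between the lines by direction, and in either direction 26 in WB-F344, 23 in the difference and 25 between the lines; with Fisher's exact test 7, 8 and, between the lines, 4; and in the difference 5 with the mean of probe sets and 5 after cyclic loess. Marker lists in WB-F344 numbered 0 with an estimated correlation, Fisher's test, cyclic loess, median centring, or without both plates numbered 2, 2 with fry by direction and 4 in either direction (1 in WB311). Clustering on all probe sets gave 0.698 in WB-F344, whose treatments then shared a branch. Probe sets called up in both lines numbered 44 with no filter and 131 after cyclic loess, and down in both 70 with no filter.

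Leaving out each array in turn gave 2425 to 3607 calls in WB-F344 (794 to 1574 up, 1501 to 2413 down), 181 to 241 in WB311 (86 to 150 up, 91 to 131 down), 989 to 1879 in the difference, 7198 to 7931 between the lines and 9508 to 10640 over the 4 groups. Changes over 2-fold numbered 146 to 176 and 10 to 17, and over 3-fold 29 to 40 and 0 to 0, in WB-F344 and WB311. Lists numbered 13 to 16, 12 to 15, 6 to 9 and 11 to 12, markers 0 to 2 in WB-F344 and 0 to 0 in WB311, and the clustering values ran from 0.513 to 0.960 and from 0.531 to 0.931.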

Differences from the paper's values

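One setting in this part, the methods' t-test with fold changes of linear means, was chosen after the values were seen.

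The paper's number of probe sets affected in WB311 is 1236, with 752 up and 484 down or 4.4% of the array, and the values here are 488, 245, 243 and 1.57%. Of the alternatives set before the data were examined, these come within 1.5 times of the paper's values for all 4: the fold change filter before the correction (1066, 627, 439 and 3.43%), the methods' t-test (1234, 753, 481 and 3.97%), the same with unequal variances (1026, 623, 403 and 3.30%), only the 2 groups compared (1319, 807, 512 and 4.24%) and array weights (1367, 830, 537 and 4.40%), whose estimation stopped before convergence. Median centring does so for the falls alone, and the other alternatives do not. The methods' t-test with the fold changes of linear means, chosen after seeing the values, gives the paper's 1236, 752 and 484 and drops 0 of the 1236 probe sets of Table S1B, and gives 2034, 679 and 1355 in WB-F344, as in the paper. Of the 488 probe sets called here, 486 are in Table S1B. These 2034 and 1236 are 6.54% and 3.97% of the 31099 probe sets on the array. In WB-F344 the values here, 3000, 1005 and 1995, are within 1.5 times of the paper's.

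The paper's number of features that differ across the 4 groups is 2346, and the value here is 9940. None of the alternatives set before the data were examined comes within 1.5 times of it. The probe sets called by the methods' t-test in either line, a set added after the values were seen, number 2972, within 1.5 times of it. The paper's text does not name the test behind that number beyond the rule for each line.

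In Table S2 the fold changes differ for 5 of 6 genes in WB-F344 and 6 of 6 in WB311, given here as ratios with a minus sign for falls. For Ampd3 the paper's value is 1.84 and the value here 2.02 in WB-F344, with no alternative within the error, and -1.5 and -1.40 in WB311, where leaving out vehicle plate 2 or rapamycin plate 1 (-1.44 each) comes within it. For Atp5g1 the paper's value is -1.47 and the value here -1.37 in WB-F344, with no alternative within the error. In WB311 the values are -1.26 and -1.20. There median centring (-1.22) and leaving out vehicle plate 1 (-1.25) or rapamycin plate 3 (-1.21) come within the error. So does the ratio of linear means (-1.20), which differs from the value here only before rounding. For F2r it is 1.76 against 1.46 in WB-F344, with no alternative within the error, and 1.25 against 1.18 in WB311, where cyclic loess (1.20) and leaving out vehicle plate 3 (1.21) come within it. For Ddit3 it is -1.74 against -2.12 in WB-F344 and -1.27 against -1.62 in WB311, with no alternative within the error in either line. For Psph in WB311 it is -1.59 against -1.50, where median centring (-1.52) and leaving out rapamycin plate 2 (-1.54) come within it. For Pgk1 it is -1.37 against -1.23 in WB-F344 and -1.41 against -1.30 in WB311, with no alternative within the error, while Table S3C gives -1.30 for Pgk1 in WB311, as found here, and prints -1.41 under GN5 cells, so the 2 tables assign these values to different lines. In Table S3C, Ldha in WB-F344 is -1.59 against -1.32 and Pgk1 in WB-F344 is -1.37 against -1.23, with no alternative within the error. For the same genes in Table S1, 0 of 14 values in WB-F344 and 0 of 10 in WB311 differ.

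Table S2 calls the probe set of Atp5g1 (now Atp5mc1) and that of F2r changed in WB311, where they were not called here (adjusted p = 0.0549 and 0.087 from limma, and for F2r a fold change under 1.2). Atp5g1 was called with only the 2 groups compared (adjusted p = 0.0253) and, in a setting added after the data were seen, with replicate blocks within lines (0.0289), and F2r after cyclic loess (0.0457). F2r is not in Table S1B. Table S3C leaves Ldha and Pfkl blank in WB311 and Tpi1 in WB-F344, which fell here (log2 fold changes of -0.46, -0.44 and -0.47). The copy of Table S1A read here holds 1998 rows.

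The paper states that the treatments did not segregate in WB311 in its dendrogram. Here they did, on the features that differed over the 4 groups (difference of mean correlations 0.931) and on all probe sets (0.798), as did those of WB-F344 on the first set (0.960), as in the paper, though not on the second (0.698). The paper states that the genes changed in WB-F344 and not in WB311 held very few candidates that could account for rapamycin resistance at the level of cell cycle control, proliferation, translation or apoptosis. Which genes could account for resistance was not tested here. The falls of replication and mitosis genes cannot be told apart from the smaller share of WB-F344 cells in S and G2/M phases that the paper reports. Of the genes tested for the difference between the lines, 34 of 41 of DNA replication, 28 of 34 of mitosis and 12 of 25 G1/S regulators differed in their response, while 2 of 37 translation factors and 5 of 17 apoptosis regulators did.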

Other observations

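The test of a shift left by the normalization, the admixture test and the use of quartiles in the test of growth state below were chosen only after the results were seen.

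Table S3A names oxidative phosphorylation, the ribosome and the pentose phosphate pathway, so the lists of these are not independent evidence. Nuclear-encoded subunits of oxidative phosphorylation moved little. Of 57 tested in WB-F344, 6 fell and none rose (6 adjusted over the list alone), with Ndufb9 at a log2 fold change of -0.37 and Cyc1 at -0.41 (adjusted p = 0.00205 from limma's camera, adjusted p = 0.481 with an estimated correlation, and 0.412 after cyclic loess). In WB311 limma called none of 57, with 9 at an unadjusted p under 0.05 (1 up, 8 down) and 0 with the methods' t-test (adjusted p = 0.00331, and adjusted p = 0.517 with an estimated correlation). No ribosomal protein gene of 38 tested was called in either line (11 up and 0 down at an unadjusted p under 0.05 in WB-F344, 2 and 0 in WB311, and 0 with the methods' t-test), and only 41 of the 77 listed were measured (adjusted p = 0.000574 upward in WB-F344 and 0.00759 in WB311, and with an estimated correlation adjusted p = 0.0174 and 0.0516). Of 16 hypoxia (HIF) targets outside glycolysis, 3 rose and 5 fell in WB-F344 (adjusted p = 0.302), among them the kinase Pdk1 at -0.60 and the hydroxylase Egln3 at 0.46, and of 14 in WB311, 4 fell, with the mTOR inhibitor Ddit4 at -0.59 and the glucose transporter Slc2a1 at -0.39 (5 adjusted over the list alone; adjusted p = 0.00597, and adjusted p = 0.263 with an estimated correlation). None of 6 genes of the pentose phosphate pathway was called in either line (1 up and 1 down at an unadjusted p under 0.05 in WB-F344, 1 and 2 in WB311, and 0 with the methods' t-test; adjusted p = 0.914 and 0.0419, the latter with adjusted p = 0.186 with an estimated correlation and 0.0542 to 0.0697 without any 1 of 4 arrays).

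Genes of extracellular matrix and focal adhesion went both ways in WB-F344, where 8 of 31 rose and 5 fell. Itga7 (under an intensity of 100 with vehicle) was at 1.36 and Lama3 at 1.22 (adjusted p = 0.00607, adjusted p = 0.477 with an estimated correlation, and 0.0591 and 0.0624 without vehicle plate 1 and rapamycin plate 2). In WB311 3 of 29 rose, such as fibronectin (Fn1) at 0.38, and 2 fell (adjusted p = 0.00526, and adjusted p = 0.502 with an estimated correlation). With the methods' t-test, 10 rose and 3 fell there. Table S3A names pathways of this list, so it is not independent evidence. In WB311 the immediate early gene Junb rose by 0.44, 2 of 9 ERK genes rose (adjusted p = 0.0206, adjusted p = 0.0797 with an estimated correlation, and 0.0526 to 0.0626 without 1 of 2 arrays), and of 11 chemokines and inflammatory genes 2 rose, such as Cx3cl1 at 0.71, and 1, Cxcl10, fell, a call that ended without any 1 of the 6 arrays (adjusted p 0.0595 to 0.0966; for the list adjusted p = 0.00221, and adjusted p = 0.0706 with an estimated correlation). Among G1/S regulators 6 of 25 rose and 7 fell in WB-F344 (adjusted p = 0.605), among p53 targets 4 and 1 of 14 (adjusted p = 0.248), among apoptosis regulators 4 and 3 of 17 (adjusted p = 0.304) and among translation factors 4 and 4 of 37 (adjusted p = 0.91). With vehicle, 21 of 30 genes of lysosome and autophagy were lower in WB311 than in WB-F344 and 2 higher (adjusted p = 9.3e-06), 21 of 41 genes of DNA replication were higher (adjusted p = 1.76e-05), 18 of 33 of TGF-beta signaling lower and 4 higher (adjusted p = 6.01e-05), and 10 of 12 chemokines and inflammatory genes higher and 2 lower (adjusted p = 0.00589), and with an estimated correlation adjusted p = 0.132, 0.132, 0.146 and 0.132. Of markers of other cells, the endothelial gene Flt1 (under 100 with vehicle) had a log2 fold change of 1.78 in WB-F344 (adjusted p for the list = 0.11), the progenitor marker Cd24 one of -0.89 (0.797), the mesenchymal collagen Col3a1 one of -0.90 (0.95), and the single expressed hepatocyte marker Ttr one of 0.089 (0.472). In WB311, no marker list passed.

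In both treatments the WB-F344 plates numbered 2 stood apart from the other WB-F344 plates. An admixture of WB311 cells is argued against, since the deviations over the genes highest in each line differed by at most 0.0558 (upper bound of the bootstrap interval). A difference in RNA degradation or 3′ bias is a candidate explanation, since the 3′ minus 5′ log2 differences of Gapdh and beta-actin in these plates lay above those of the other 4, by 0.339 and 0.591. Whether their growth state differed cannot be told apart, since genes of DNA replication and mitosis deviated by medians of 0.0479 to 0.0987, but their quartiles ran from -0.189 to 0.248.

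More probe sets fell than rose in WB-F344 (66.5%). Whether a shift of values between arrays that the normalization left gives this cannot be told apart from a true excess of falls, because the share is 51.8% after cyclic loess and 50.5% after median centring, and both settings fix the centre of the changes. The spike-in controls were higher with rapamycin by 0.047, within their SD of 0.14 between vehicle plates. The falls of genes of DNA replication and mitosis in WB-F344 passed under both settings.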
